# Pluripotent stem cell–derived extracellular vesicles for systemic immune modulation in diabetes therapy

**DOI:** 10.21203/rs.3.rs-6415252/v1

**Published:** 2025-06-10

**Authors:** Song Li, Jana Zarubova, Mohammad Hasani-Sadrabadi, Yutong Wu, Graciel Diamante, Jenny Cheng, Xiao Han, Fatemeh Majedi, Li Yang, Olivia Wang, In sook Ahn, Jianyi Zhang, Xiaojun Lian, Zhen Gu, Manish Butte, Reza Ardehali, Peter Butler, Tony Hu, Louis Bouchard, Xia Yang

## Abstract

Embryos can achieve immune tolerance, yet the underlying mechanisms remain incompletely understood. Here, we demonstrate that pluripotent stem cells (PSCs), including embryonic stem cells (ESCs) and induced pluripotent stem cells (iPSCs), secrete extracellular vesicles (EVs) that markedly outperform mesenchymal stem cell (MSC)–derived EVs in suppressing pro-inflammatory cytokine secretion, inhibiting activated T-cell proliferation, and inducing regulatory T-cell (Treg) formation through CDK8 downregulation. Nuclear magnetic resonance (NMR) analysis reveals distinct molecular fingerprints of PSC EVs compared to those of MSC EVs. Moreover, comparative analyses show that PSC EVs contain unique proteins and microRNAs, such as the pluripotency-associated proteins ROR1 and CD133 and members of the miR-302 family, which are not found in MSC EVs, as determined by proteomic profiling and microRNA sequencing. Notably, the dynamic suspension culture of PSC aggregates significantly increases EV yield, offering a scalable and reproducible source superior to other cell sources. To evaluate their therapeutic potential, we employed an antigen-specific type 1 diabetes model and found that two local injections of iPSC EVs, particularly when delivered via a biomaterial scaffold, significantly enhanced diabetes-free survival. These treatments increased Treg populations in draining lymph nodes, induced systemic immunomodulation, and preserved β-cell mass from immune-mediated destruction. The immunomodulatory capability of PSC EVs suggests broad applications in treating autoimmune diseases and supporting stem cell-derived cell therapies by promoting immune tolerance. Their scalability, consistency, and superior therapeutic properties position PSC EVs as a compelling platform for next-generation immunotherapies and cell-based treatment strategies.

## Introduction

Extracellular vesicles (EVs) secreted by adult stem cells, particularly mesenchymal stem cells (MSCs), have attracted significant attention for their regenerative potential across a wide range of pathological conditions^1, 2, 3, 4, 5^. MSC-derived EVs (MSC EVs) have emerged as key mediators of intercellular communication^6^, capable of modulating immune responses and promoting tissue repair^7, 8, 9, 10, 11^. However, despite this promise, the clinical translation of MSC EVs is limited by ongoing challenges^12, 13, 14^, including donor variability and the finite proliferative capacity of MSCs^15^. Prolonged expansion of MSCs in culture inevitably leads to cellular senescence^16^, characterized by diminished function and regenerative potential, which also compromises the quality and therapeutic efficacy of their secreted EVs^17^. These limitations hinder the scalability and reproducibility of MSC EVs and present significant obstacles to their clinical application.

In contrast, pluripotent stem cells (PSCs), such as embryonic stem cells (ESCs) and induced pluripotent stem cells (iPSCs), exhibit unlimited expansion potential when cultured under optimal conditions^18^. This exceptional proliferative capacity enables large-scale production of both PSCs and their EVs, making them highly attractive for therapeutic development^19, 20^. Recent findings have demonstrated that PSC EVs not only stabilize the pluripotent state and prevent premature differentiation^21^ but also exhibit anti-senescent properties^19, 22, 23, 24, 25, 26^. However, their immunotherapeutic potential remains underexplored.

During early embryonic development, immune tolerance protects the semi-allogeneic fetus from maternal rejection. The trophoblast, which forms the placenta, is known to suppress maternal immune activation through the secretion of immunosuppressive factors and EVs^27^. In contrast, the immunomodulatory potential of the inner cell mass (ICM), the source of PSCs, remains largely unexplored. Motivated by these insights, we investigated whether ESCs and their artificially induced counterparts, iPSCs, secrete EVs that modulate immune cells and promote tolerance. We hypothesized that PSC EVs, reflecting the intrinsic properties of the ICM, are enriched with a unique set of immunoregulatory molecules that may surpass the well-established immunomodulatory properties of MSC EVs.

To investigate this, we developed a dynamic system for the large-scale production of EVs secreted by iPSCs and ESCs cultured as three-dimensional (3D) aggregates. We conducted a comprehensive analysis of the markers in these EVs, distinguishing them from those derived from adult stem cells. We established that the PSC EVs possess potent immunomodulatory properties. Not only were these properties evident *in vitro*, but localized delivery of iPSC EVs in a hydrogel that extended their release promoted systemic immune tolerance in an antigen-specific adoptive transfer model of type 1 diabetes (T1D).

## Results

### Characterization of iPSC and ESC EVs and dynamic culture expansion

To assess the potential of PSC EVs as scalable alternatives to MSC EVs, we first characterized the EVs produced by PSCs in both static and dynamic culture conditions. The morphology of iPSC colonies was confirmed via phase-contrast microscopy, which showed the compact, well-defined colony structure typical of PSCs (Fig. 1a). Isolated EVs from iPSC culture media, stained with uranyl acetate, exhibited the typical cup-shaped morphology under transmission electron microscopy (TEM), with sizes around 100 nm, consistent with small EV characteristics (Fig. 1b, Supplementary Fig. 1). Nanoparticle tracking analysis (NTA) further confirmed that EVs from iPSC as well as ESC cultures predominantly measured about 100 nm, and their concentrations were comparable, indicating similar EV production profiles between these 2 cell types (Fig. 1c). Additionally, the presence of classical EV surface markers—CD9, CD63, and CD81—on iPSC, ESC, and MSC EVs was confirmed by using a bead-based flow cytometry assay (Fig. 1d). In contrast, immunogenicity markers HLA-ABC and HLA-DR (major histocompatibility complex [MHC] class I and II molecules, respectively), which play a critical role in immune recognition by presenting antigens to CD8^+^ and CD4^+^ T cells and interacting with other immune cells, were minimally expressed on all tested EVs. This low expression suggests a reduced likelihood of immune activation and a favorable low immunogenic profile for iPSC and ESC as well as MSC EVs. Notably, the expression of these markers was tested on 6 iPSC lines, all of which showed similar results (Supplementary Fig. 2).

To enable scalable and efficient EV production, we utilized a dynamic culture system to grow PSCs as 3D aggregates (Fig. 1e). For smaller volumes (<100 mL), spheroids were cultured in flasks on an orbital shaker. The daily fold expansion rate for iPSCs and ESCs in the dynamic culture system showed no significant difference, indicating comparable cell growth between the 2 cell types (Fig. 1f). The dynamic culture system supported a progressive increase in spheroid size over a 4-day period (Fig. 1g), as evidenced by consistent growth observed via microscopy (Fig. 1h). Live/dead viability staining on day 4 confirmed minimal cell death within the spheroids, demonstrating the system’s capability to maintain high cell viability over time (Fig. 1i). Furthermore, immunofluorescence staining for pluripotency markers (Oct4, Sox2, Tra-1-60, and SSEA-4) verified that iPSCs retained their pluripotency in the 3D culture system (Fig. 1j).

EV production under dynamic culture conditions, measured after 24 hours by using NTA, was significantly higher than EV production under static conditions (Fig. 1k). Quantification of EV yield showed a statistically significant 3.4-fold increase in production per million cells during 24 hours of dynamic culture compared to static culture (Fig. 1l). These findings underscore the efficiency of dynamic culture for producing high yields of PSC EVs while preserving key attributes, such as EV markers and low immunogenicity (Supplementary Fig. 3).

### Distinct NMR fingerprint profile and multiomic markers of PSC EVs compared to those of MSC EVs

Given the complex nature of EVs, we performed a comprehensive analysis of the composition of EVs derived from iPSCs or ESCs to define a molecular fingerprint or a set of markers for quality control in EV production. Nuclear magnetic resonance (NMR) spectroscopy was employed as a powerful and non-destructive method to generate and analyze the NMR spectral fingerprints of EVs. This approach revealed distinct molecular signatures for EVs derived from different cell sources (Fig. 2a). Hierarchical clustering analysis based on NMR data further highlighted clear differences among EV types, with iPSC- and ESC-derived EVs clustering together as a separate group from MSC EVs (Fig. 2b, Supplementary Table 1). These findings underscore the unique chemical composition of PSC-derived EVs compared to MSC EVs.

To further characterize the molecular composition underlying these differences, we examined the primary contributors to the NMR spectral fingerprints. Our analysis revealed that the most prominent signals in the spectra originate primarily from lipids, which are key structural and functional components of EVs. Lipids produce sharp, well-defined peaks due to their simple chemical structures and uniform environments, such as hydrophobic fatty acid chains and polar head groups. In contrast, proteins and miRNAs experience diverse chemical environments caused by their complex 3D structures and varying interactions with other molecules, leading to weaker and broader peaks. These differences in signal characteristics make lipids the primary contributors to the NMR fingerprint of EVs, facilitating effective differentiation between EV types and providing means to assess variability across EV batches. Detailed lipid profiling further revealed that PSC EVs are enriched in cholesterol and polyunsaturated fatty acids (PUFAs), including omega-3, whereas MSC EVs contain higher levels of phosphatidylcholine (PC) and phosphatidylethanolamine (PE).

In addition to lipid composition, we investigated the protein content of iPSC- and ESC-derived EVs using mass spectrometry. Given that MSC EV protein composition can vary significantly depending on the cell source and other factors, we compared our results to previously published MSC EV datasets^28, 29, 30^ and the MSC EV proteins from ExoCarta database^31^; these datasets were consolidated into a single reference group for comparison (Supplementary Fig. 4). Our analysis of EV protein content identified proteins shared across different EV types and proteins unique to certain types (Fig. 2c). A core set of 366 proteins was found to be common to MSC, iPSC, and ESC EVs, representing conserved components across these vesicle types. However, significant differences in protein composition were observed. Notably, 755 proteins were unique to MSC EVs, reflecting their distinct molecular signature, while 891 proteins were shared exclusively between iPSC- and ESC-derived EVs and were absent in MSC EVs, underscoring the difference between PSC EVs and MSC EVs.

To explore the functional implications of these differences, we performed pathway enrichment analysis using MSigDB gene sets. Proteins shared across all EV types (ESC, iPSC, MSC) were enriched in pathways related to tissue remodeling, metabolism, and stress responses, including EMT, MYC targets, mTORC1 signaling, angiogenesis, glycolysis, and IL-2/STAT5 signaling (Supplementary Fig. 5). Proteins unique to iPSC/ESC EVs were primarily enriched in MYC and E2F targets, mTORC1 signaling, and the G2–M checkpoint, suggesting a biosynthetically active cargo that may support cell survival and transcriptional reprogramming. In contrast, MSC EV-specific proteins were enriched in coagulation, IL-6/JAK/STAT3 signaling, complement, EMT, and angiogenesis, consistent with their stromal origin and regenerative roles.

As specific examples of PSC EV markers, ROR1 (receptor tyrosine kinase–like orphan receptor 1) and CD133 were identified as proteins uniquely associated with PSC EVs. ROR1, highly expressed during embryonic development, plays roles in cell migration, differentiation, and tissue patterning, but is largely absent in adult tissues. CD133 is a well-established marker of stemness and self-renewal. To validate these markers, we performed flow cytometry of EVs using bead-based assays and compared the expression of ROR1, CD133, and the well-known stem cell marker SSEA-4 with their expression in MSC EVs and EVs from ESC-derived cardiac progenitors. As shown in Fig. 2d, iPSC and ESC EVs exhibited significantly higher expression of all three markers compared to MSC EVs, while EVs from differentiating cells showed reduced expression of these markers.

These findings demonstrate that, in addition to NMR, protein markers such as ROR1, CD133, and SSEA-4 can be used to effectively distinguish PSC EVs from MSC EVs and provide information on EVs’ cellular origin in the context of developmental status. The clear reduction of these markers in EVs from differentiated progenitor cells underscores their sensitivity as indicators of differentiation and changes in EV composition. Importantly, a comparison of EVs produced under static and dynamic culture conditions revealed no significant differences in the expression of these 3 markers (Supplementary Fig. 6), confirming that the dynamic culture process preserves the characteristic surface marker profiles of iPSC EVs. Protein marker analysis by flow cytometry, guided by mass spectrometry screening, is a valuable tool for quality control, allowing for the precise monitoring of EV production processes. By identifying deviations in marker expression, this approach can provide batch-to-batch consistency and detect potential contamination by EVs from differentiated cells, ensuring the functional integrity of EVs intended for therapeutic applications.

Finally, we performed microRNA sequencing of iPSC- and ESC-derived EVs and compared their miRNA profiles with those of MSC EVs from five different sources^32, 33, 34, 35, 36^ to identify miRNAs uniquely expressed in iPSC and ESC EVs (Supplementary Fig. 7). Our analysis revealed that iPSC and ESC EVs contain a diverse range of miRNAs, with miR-302a-3p and miR-302d-3p being the most highly expressed (Fig. 2e). These miRNAs belong to the miR-302 family, which plays a crucial role in maintaining pluripotency and promoting cellular reprogramming. Their enrichment in iPSC and ESC EVs reflects the molecular signature of PSCs and distinguishes these EVs from those derived from adult stem cells, which lack these miRNAs. The unique presence of miR-302a-3p and miR-302d-3p in iPSC- and ESC-derived EVs underscores their potential as robust biomarkers for identifying and characterizing EVs derived from PSCs, as well as for understanding the unique bioactive properties of these EVs.

### Enhanced *in vitro* immunomodulatory properties of PSC EVs compared to those of MSC EVs

Next, we evaluated the immunomodulatory effects of the isolated EVs *in vitro*. First, we compared the properties of human EVs derived from MSCs, ESCs, or iPSCs on mouse immune cells, including macrophages and T cells. Compared to a control group in which no EVs were added, EVs from all 3 sources decreased secretion of the proinflammatory cytokine TNF-α by mouse macrophages (Fig. 3a). However, ESC and iPSC EVs induced significantly higher IL-10 secretion than MSC EVs, suggesting stronger anti-inflammatory potential. In T cell culture, ESC and iPSC EVs, unlike MSC EVs, reduced IFN-γ secretion by mouse T cells (Fig. 3b) and significantly increased IL-10 secretion (Fig. 3c), whereas MSC EVs had minimal effect compared to the control group. The immunosuppressive properties of ESC and iPSC EVs were further demonstrated by their ability to modulate T-cell activation and promote regulatory T-cell (Treg) formation. ESC and iPSC EVs significantly reduced the activation of T cells, as indicated by the lower mean fluorescence intensity (MFI) of the CD44 activation marker compared to that of MSC EVs and the control group (Fig. 3d). Furthermore, ESC and iPSC EVs promoted the generation of Tregs at significantly higher levels than MSC EVs and the control group (Fig. 3e), indicating a strong capability to induce an immunoregulatory phenotype.

In human T-cell cultures, ESC and iPSC EVs also suppressed T-cell proliferation in comparison to the control group, as shown by the reduced percentage of divided cells stained with carboxyfluorescein succinimidyl ester (CFSE) (Fig. 3f). Moreover, ESC and iPSC EVs significantly increased the proportion of Tregs among human CD4^+^ T cells, further supporting their immunoregulatory potential (Fig. 3g). Flow cytometry plots provide a clear visualization of the increased Treg population (CD25^+^FoxP3^+^) following treatment with ESC and iPSC EVs, demonstrating their ability to induce an immunoregulatory phenotype, superior to that of MSC EVs and the control group (Fig. 3h).

### iPSC EVs reprogram immune cells in draining lymph nodes by downregulating CDK8

Building on our *in vitro* findings, we next evaluated the *in vivo* effects of iPSC EVs. To assess their biodistribution, we covalently labeled iPSC EVs with a near-infrared (NIR) fluorescent dye and administered them subcutaneously into the neck region of C57BL/6J mice. After 24 hours, flow cytometry revealed that EV uptake was predominantly localized to the draining lymph nodes, with significantly fewer EV-positive cells detected in the spleen and liver (Fig. 4a).

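The data behind Fig. 4b–e come from 4 single-cell libraries of lymph node cells, 2 from control mice and 2 from mice given iPSC EVs. iPSC EVs are small membrane vesicles that induced pluripotent stem cells release. According to the paper, C57BL/6 mice received 100 μg of EVs under the skin, control mice received PBS, and the nodes were taken on day 5. The sample labels instead record 24 h and controls without treatment for the same libraries. The paper's dose and day are used here. In the droplet method used, the poly(A) tail of each mRNA is captured in a droplet and tagged with the barcode of the cell and with a unique molecular identifier (UMI). Copies of one molecule are then counted once. The authors aligned the reads to the mouse genome (mm10) with Cell Ranger 7.1.0. They deposited the UMI counts of 32285 genes in each barcode called as a cell, without normalization and before the paper's filters on cells. The counts of control libraries 1 and 2 sum to 50749656 and 58100433 UMIs, and those of EV libraries 1 and 2 to 68116085 and 70418672 UMIs. The paper gives its depth as about 20,000 reads per cell, and the values here use UMIs. Cells of one library are not independent replicates, so raw counts were summed over the cells of each class in each library. The sums of the 2 EV libraries were compared with those of the 2 control libraries by edgeR's quasi-likelihood test. Library sizes were normalized by edgeR's TMM method, genes with few counts were left out by its filterByExpr function, and p-values were adjusted over the genes tested by the Benjamini-Hochberg method. Genes with an adjusted p under 0.05 were called. The paper instead compared cells by a Wilcoxon test, each EV library against both control libraries. For a single value such as a share of cells, an exact two-sided permutation test of 2 libraries against 2 gives no p under 0.33, so it cannot reach 0.05. The filters on cells and genes, the naming of clusters and the depth per cell could change the numbers, and each was varied.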

To further investigate the impact of iPSC EVs on local immune cell populations, we performed single-cell RNA sequencing (scRNA-seq) on cells isolated from the draining lymph nodes five days post-injection (Fig. 4b). After preprocessing and quality control, we obtained transcriptomic profiles for 32,463 cells—15,905 from control mice and 16,558 from EV-treated mice. 

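The filters given in the paper's methods were applied to the 34323 deposited barcodes. They keep cells with 200 to 5000 genes, at most 20000 UMIs, under 10% mitochondrial UMIs and under 60% ribosomal protein UMIs. In all, 32715 cells passed, 16025 from control mice and 16690 from EV-treated mice. Control libraries 1 and 2 kept 8138 of 8361 cells (97.3%) and 7887 of 8297 cells (95.1%). EV libraries 1 and 2 kept 8161 of 8665 cells (94.2%) and 8529 of 9000 cells (94.8%). A mitochondrial share over the limit was the most frequent reason in every library, with 166 and 317 barcodes in the control libraries and 279 and 236 in the EV libraries. More than 20000 UMIs were counted in 50 and 82 barcodes of the control libraries and in 217 and 234 of the EV libraries. With no upper limits on genes or UMIs and a mitochondrial limit of 5%, 31565 cells passed, 15520 from control and 16045 from EV-treated mice. The cells kept had a median of 5502 and 6563 UMIs and 2084.5 and 2319 genes in control libraries 1 and 2. In EV libraries 1 and 2 the medians were 6640 and 6628 UMIs and 2380 and 2396 genes. Both EV libraries thus lay above both control libraries in depth per cell, by a small margin over control library 2. For this reason, cells were also thinned at random to 1000 UMIs each, which left out 195 control cells and 191 EV cells as too shallow.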

Dimensionality reduction using Uniform Manifold Approximation and Projection (UMAP) revealed distinct immune cell clusters (Fig. 4c), which were annotated based on canonical markers and aligned with a previously published immune cell atlas^37^. 

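The filtered cells were clustered anew from 30 principal components of the 2000 most variable genes among those allowed, which gave 22 clusters. Ribosomal protein, mitochondrially encoded, heat shock, early-response and abundant nuclear or rRNA-like genes, Cdk8 among them, were left out. So were variable segments of antigen receptors. None of these could be a leading gene of a cluster. Each cluster was named from lists of marker genes, so that every name stands for cells like that type. CD4 T cell-like clusters, for example, are called CD4 T cells. CD4 T cells were found in 2 clusters of 4194 and 2281 cells, both led by Cd40lg, Cd4 and Ly6c1. CD8 T cells formed a cluster of 5916 cells led by Cd8b1 and Cd8a and a cluster of 980 cells led by Ifngas1, Ctla2a and Ly6c2. Of the 10 leading genes of this smaller cluster, 3 are CD8 T cell markers and 3 are NK cell markers, with Nkg7 and Ccl5 on both lists. B cells made up 6 clusters, led by Bank1, Ebf1, Pax5, Cd79a and, in 1 of them, Bcar3. Tregs formed a cluster of 773 cells led by Il2ra, Ikzf2 and Foxp3. Macrophages were 598 cells led by Ccl8, Lyz1, C1qb and C1qa, with a median UMI count of 0.208 of the median of their libraries. A cluster of 448 cells led by Jchain, Pclaf, Ube2c and Birc5 was named proliferating lymphocytes. It held a Cd79a UMI in 50.7% and a Cd3e UMI in 15.0% of its cells. Migratory dendritic cells were 172 cells led by Apol7c, Adam23 and Fscn1, and NK cells were 146 cells led by Gzma, Ncr1 and Klra4. γδ T cells were another 146 cells led by Il23r and Cd163l1, and plasmacytoid dendritic cells were 92 cells led by Siglech. No cluster was named neutrophils, conventional dendritic cells or monocytes. A cluster of 379 cells led by Ifitm3 and Slc8a1 carried markers of both monocytes and conventional dendritic cells and stayed unnamed. At a clustering resolution of 2 in place of 1, 147 cells were named monocytes. They made up 0.212% ± 0.0223 (SD, n = 2) of the control cells and 0.679% ± 0.148 (SD, n = 2) of the EV cells, without overlap. Among the other unnamed clusters, 2 mixed Cd4 and Cd8a, of which 1 was led by the interferon response genes Ifit1 and Isg15. The rest held B and T cell markers in the same cells, or had few UMIs.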

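B cells were the largest class, with 33.4% ± 4.14 (SD, n = 2 libraries) of the filtered cells in control mice and 53.8% ± 6.16 (SD, n = 2) in EV-treated mice. Both EV libraries lay above both control libraries (exact permutation test, p = 0.33, the smallest p that 2 against 2 allow). CD4 T cells without Tregs fell from 24.5% ± 1.65 to 15.2% ± 3.20 and CD8 T cells from 26.2% ± 1.08 to 16.1% ± 2.39, again with no overlap between the groups. The shares of a library add up to the whole, so a rise of one class lowers the others. Non-overlapping lower shares in EV-treated mice were also found for Tregs (3.15% ± 0.486 against 1.60% ± 0.0686), γδ T cells (0.598% ± 0.0573 against 0.299% ± 0.0415) and plasmacytoid dendritic cells (0.350% ± 0.0783 against 0.216% ± 0.0407). The groups overlapped for the remaining classes. Macrophages made up 1.68% ± 0.876 in control and 1.99% ± 0.460 in EV-treated mice, and proliferating lymphocytes 1.25% ± 0.398 and 1.49% ± 0.233. Migratory dendritic cells made up 0.621% ± 0.252 and 0.436% ± 0.0626, and NK cells 0.509% ± 0.285 and 0.387% ± 0.166. With no upper limits on genes or UMIs and a mitochondrial limit of 5%, proliferating lymphocytes made up 2.16% ± 0.753 and 3.04% ± 0.372, without overlap. The sign of the difference changed for macrophages, proliferating lymphocytes and NK cells when 1 library was left out. Unnamed clusters held 7.75% ± 0.0658 of the control cells and 8.44% ± 0.966 of the EV cells. The B cell share moved most under another rule for naming clusters, chosen after seeing the data, with 9.95% ± 2.26 in control and 19.3% ± 11.1 in EV-treated mice and overlapping groups. That rule left 34.4% and 45.6% of the cells unnamed. Without any naming, cells with a Cd79a UMI and no Cd3 UMI made up 32.9% ± 3.44 and 53.0% ± 5.97, and 31.1% ± 3.20 and 49.6% ± 5.95 after thinning.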

Major immune populations included B cells, multiple T-cell subsets, dendritic cells (both conventional and migratory), macrophages, monocytes, neutrophils, and NK cells (Fig. 4c, Supplementary Fig. 8).

Using UMAP overlays and differential gene expression analysis, we observed broad transcriptional shifts across several immune cell types following iPSC EV treatment (Supplementary Fig. 9). 

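A class was tested when it held at least 30 cells in every library, which left out NK cells, γδ T cells and plasmacytoid dendritic cells. In B cells, 397 of 12870 genes were called by edgeR's quasi-likelihood test, 235 higher and 162 lower in the EV libraries. Macrophages had 84 called genes of 6089, 47 higher and 37 lower, and Tregs 18 of 8994, 13 higher and 5 lower. No gene was called among 7438 in proliferating lymphocytes or among 5702 in migratory dendritic cells, where 833 and 434 genes had an unadjusted p under 0.05. These classes have few cells, from 79 to 135 and from 32 to 63 per library. Genes whose 2 EV libraries both lay beyond both control libraries made up 52.2% in B cells, 36.9% in Tregs, 39.4% in macrophages, 43.6% in proliferating lymphocytes and 38.2% in migratory dendritic cells. Without a treatment effect, 33.3% is the average over many sets of libraries. Genes of a library share its technical effects, so that a single set of 4 libraries may lie far from it. These shares thus cannot show a treatment effect by themselves. The same 4 libraries lie behind every class, so the classes are not independent evidence. The count rose when the filter on genes with few counts was left out, with 1357 called genes in B cells, 160 in Tregs, 131 in macrophages, 523 in proliferating lymphocytes and 70 in migratory dendritic cells.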

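Of 11803 genes tested in CD4 T cells, 109 were called by edgeR's quasi-likelihood test, 78 higher and 31 lower in the EV libraries. In CD8 T cells, 138 of 12455 genes were called, 97 higher and 41 lower. With cells thinned to equal depth, the calls were 73 higher and 65 lower in CD4 T cells and 82 higher and 69 lower in CD8 T cells, and 61 and 64 of them were also called without thinning. The groups did not overlap for 48.8% of the genes in CD4 and 50.6% in CD8 T cells. The Wilcoxon test on cells, with a Bonferroni threshold and the same direction required in both EV libraries, called 226 and 296 genes, of which 70 and 87 were also called by edgeR. Under the same rule, 4 simulated libraries with no treatment effect and the spread of replicates that edgeR estimates gave 114 and 159 calls. In CD4 T cells, the 5 largest rises among called genes without overlap were those of Unc80, Eomes, Vwce, Gm10069 and Lbp, with log2 fold changes of 3.02, 2.50, 2.47, 1.91 and 1.86 (SE between 0.31 and 0.57, edgeR adjusted p between 0.019 and 0.037). Unc80 is low, with 1.80 and 2.17 CPM (counts scaled to a common library size) in the EV libraries. Eomes (2.89 and 2.99 CPM) and Vwce (2.045 and 4.436 CPM) are low there as well. In CD8 T cells of the EV libraries, Eomes stood at 55.9 and 58.5 CPM. Without EV library 2, the change of Lbp was 1.15. The 5 largest falls were those of Gm44577, Hist1h4d, Arrdc3, Gm43661 and Nox1, with values from −2.34 for Gm44577 to −1.32 for Nox1 (SE between 0.23 and 0.40, edgeR adjusted p between 0.018 and 0.042). Among CD8 T cells, large rises were those of Fam240a, Osbpl6, Cd83 and Tshz3, by 1.97, 1.65, 1.55 and 1.40 (SE between 0.15 and 0.39, edgeR adjusted p between 0.0011 and 0.047). Cd83 stood at 4.52 and 5.56 CPM in the EV libraries, where B cells held 633 and 740 CPM of it. Hist1h4d, Adgrv1, Nebl, mt-Atp8 and Gm48719 fell most, with −1.61, −1.32, −1.30, −1.25 and −1.19 (SE between 0.21 and 0.31, edgeR adjusted p between 0.020 and 0.047). Without EV library 2, Nebl changed by −0.84 and Hist1h4d by −0.99 in CD4 and −1.05 in CD8 T cells. Without EV library 1, Hist1h4d changed by −2.49 in CD4 T cells. Of the other genes labelled in Fig. 4d, Hspa8, Hsp90ab1, Dnaja1, Hsph1 and Stip1, which encode chaperones, and Dynll1 were called higher in both classes, by 0.74 to 1.33 in CD4 and 0.56 to 1.24 in CD8 T cells. Foxn3 rose by 0.93 in CD4 T cells (SE 0.16, edgeR adjusted p = 0.026), or 0.60 without EV library 2. Rbm3 was called in CD4 T cells alone (−0.72, edgeR adjusted p = 0.034, against −0.57 and 0.055 in CD8), and Mir142hg in CD8 T cells alone (−0.66, 0.035, against −0.56 and 0.054 in CD4). The changes of Cmss1, Lars2, Camk1d, Ccnd3, mt-Co3, Rps28 and Rps29 were not called in either class (edgeR adjusted p between 0.094 and 0.26), although their groups did not overlap. For Cmss1 the log2 fold change was −1.98 in CD4 T cells, −4.39 without EV library 1 and −1.12 without EV library 2.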

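Cdk8 (ENSMUSG00000029635) encodes the kinase CDK8 of the Mediator complex and lies on chromosome 5 of GRCm38 (mm10), forward strand, from 146231230 to 146302874. The annotation places a processed pseudogene, Gm15739, inside it from 146248551 to 146249422, overlapping none of its exons. In CD4 T cells, Cdk8 stood at 849 and 471 CPM in control libraries 1 and 2 and at 281 and 81.4 CPM in EV libraries 1 and 2, after TMM normalization. The log2 fold change was −1.87 (SE 0.42, edgeR adjusted p = 0.065). The values in CD8 T cells were 751 and 450 CPM in control and 262 and 91.1 CPM in EV libraries, a log2 fold change of −1.77 (SE 0.38, edgeR adjusted p = 0.055). Both EV libraries lay below both control libraries in each class (exact permutation test, p = 0.33), and neither adjusted p passed 0.05. The EV libraries differed from each other. Without EV library 1, the log2 fold change was −3.02 in CD4 and −2.72 in CD8 T cells, and without EV library 2 it was −1.23 and −1.20. Leaving out a control library gave between −1.35 and −2.24. Thinned cells gave −1.95 in CD4 (edgeR adjusted p = 7.3e-12) and −1.96 in CD8 T cells (edgeR adjusted p = 5.6e-10). Over all alternatives, the adjusted p ran from 1.6e-57 without filterByExpr to 0.512 with DESeq2 in CD4 T cells, and from 2.3e-64 to 0.341 with the same settings in CD8 T cells. Without filterByExpr, the Cdk8 counts and log2 fold changes were those of the main setting. The smaller p there thus does not come from libraries that lie closer together. On the log2(mean normalized expression + 1) scale of Fig. 4d, the change was −1.54 ± 0.73 in CD4 and −1.44 ± 0.64 in CD8 T cells (SD over the 2 EV libraries). Gm42418, a transcript from a ribosomal RNA locus, changed in the same libraries, with 8683 and 9891 CPM over all cells of control libraries 1 and 2 and 5555 and 854 CPM in EV libraries 1 and 2.

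**Figure D1:**
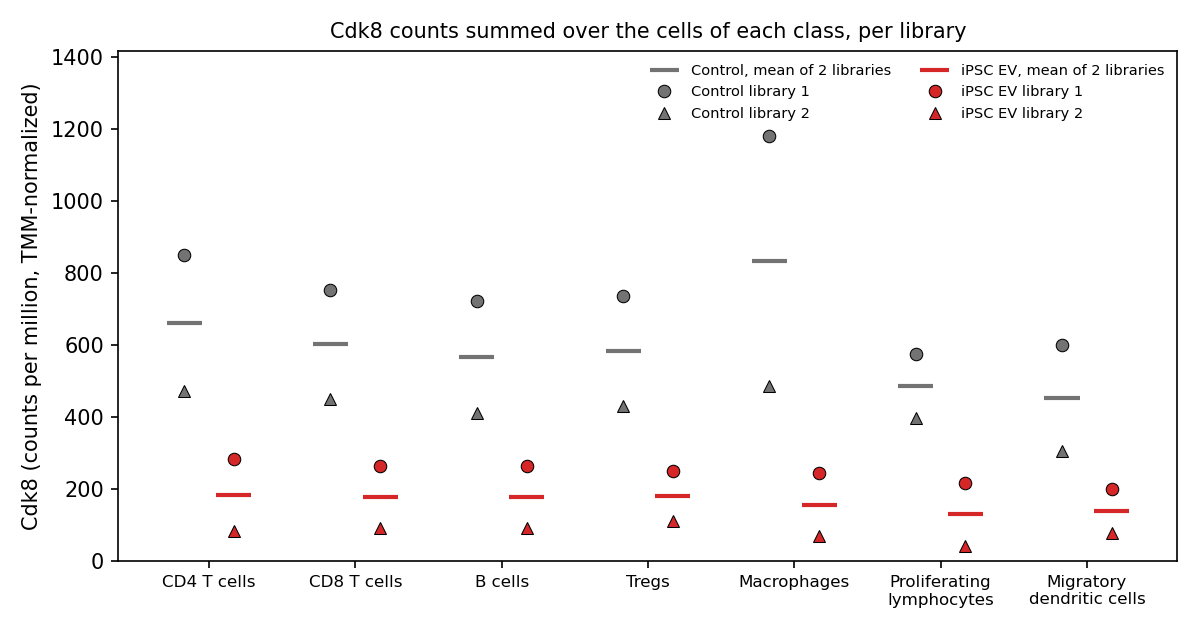
Cdk8 in CPM after TMM normalization (y axis) in the 7 tested cell classes (x axis). Each point is 1 library, with circles for library 1 and triangles for library 2 of the control (gray) and iPSC EV (red) groups, and each line is the mean of 2 libraries. In every class both EV libraries lie below both control libraries, as in macrophages with 1179 and 484 CPM in control against 244 and 66.9 CPM in EV libraries.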

Notably, both CD4^+^ and CD8^+^ T cells exhibited significant changes in gene expression, including marked downregulation of cyclin-dependent kinase 8 (CDK8) (Fig. 4d). CDK8, along with its paralog CDK19, functions as a physiological suppressor of Foxp3 expression in conventional T cells (Tconv). Their inhibition is known to enhance STAT5 activation, thereby promoting Treg conversion even under inflammatory conditions^38^. These findings suggest that iPSC EVs may facilitate a regulatory T cell phenotype by suppressing CDK8 expression.

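The paralog Cdk19 (ENSMUSG00000038481), on chromosome 10 of GRCm38 from 40339564 to 40483818, did not change detectably. Its log2 fold change was −0.09 in CD4 (SE 0.10, edgeR adjusted p = 0.70) and −0.04 in CD8 T cells (SE 0.08, edgeR adjusted p = 0.83), with overlapping groups. The fall of Cdk8 was also measured outside conventional T cells, with a log2 fold change of −1.71 in Tregs (SE 0.29, edgeR adjusted p = 0.024), −1.68 in B cells (SE 0.40, edgeR adjusted p = 0.055) and −2.32 in macrophages (SE 0.36, edgeR adjusted p = 0.00091). Proliferating lymphocytes and migratory dendritic cells gave −1.92 (SE 0.63, edgeR adjusted p = 0.29) and −1.72 (SE 0.42, edgeR adjusted p = 0.35). With DESeq2 in place of edgeR, neither Tregs (adjusted p = 1, range over alternatives 1.9e-27 to 1) nor macrophages (adjusted p = 0.412, range 1.4e-18 to 0.412) passed the threshold. A test of the difference itself, with library as a block and adjusted over all genes, called no difference in the Cdk8 effect between CD8 and CD4 T cells (0.11, SE 0.06, edgeR adjusted p = 0.69) or between B cells and CD4 T cells (0.22, SE 0.07, edgeR adjusted p = 0.158). For Cdk8 alone, the unadjusted p of this edgeR test was 0.052 and 0.0054, so a smaller fall in B cells is not excluded. Without filterByExpr, the difference between B cells and CD4 T cells was 0.25 (edgeR adjusted p = 0.0059). Foxp3 in CD4 T cells, from which the Treg cluster is kept apart, stood at 1.51 and 1.15 CPM in control and at 1.08 and 1.36 CPM in EV libraries, a log2 fold change of −0.09 (SE 0.42, edgeR adjusted p = 0.94). Over the fits that left out 1 library it lay between −0.28 and 0.11, and at a clustering resolution of 2 it was 0.59 (edgeR adjusted p = 0.49). A Foxp3 UMI was found in 0.790% and 0.642% of the CD4 T cells of control libraries 1 and 2 and in 0.661% and 0.804% of those of EV libraries 1 and 2, whose median depths were 5760, 6781, 7856 and 7191 UMIs. In B cells, with median depths of 4128, 4895.5, 5804 and 5608 UMIs, the shares were 0.135%, 0.208%, 0.126% and 0.0949%. After thinning, 5, 2, 2 and 4 CD4 T cells held one. Tregs made up 11.4% ± 2.24 (SD, n = 2) of CD4 T cells and Tregs together in control mice and 9.67% ± 1.47 (SD, n = 2) in EV-treated mice, with overlapping groups (exact permutation test, p = 0.667). Leaving out 1 library gave differences between −0.18 and −3.34 percentage points. At a resolution of 2 the shares were 11.4% and 8.72%, without overlap. Without clusters, a Foxp3 UMI was found in 6.28% ± 1.35 of the control cells with Cd3 and Cd4 UMIs. In EV-treated mice it was 5.97% ± 0.982, with overlapping groups (exact permutation test, p = 0.667). The shares were 1.56% and 1.60% after thinning and 6.53% and 6.51% with no filter on cells, again with overlap. From the lower Cdk8 in CD4 and CD8 T cells, together with earlier work on CDK8 and CDK19 as suppressors of Foxp3, the paper proposes that iPSC EVs promote a regulatory T cell phenotype through CDK8. It also reports lower CDK8 and CDK19 by qPCR in human CD4 T cells given iPSC EVs. By flow cytometry, it reports more Tregs in T cell cultures and, with EVs in hydrogel, in its diabetes model. These experiments were not analysed here.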

Pathway enrichment analysis of the CD4^+^ and CD8^+^ T cell subsets further supported this conclusion, revealing significant enrichment in hallmark gene sets related to cytokine signaling (e.g., interferon responses, IL-2/STAT5), metabolic reprogramming (e.g., mTORC1 signaling, MYC targets, fatty acid metabolism, PI3K/AKT/mTOR, glycolysis), and stress adaptation (e.g., unfolded protein response, p53 pathway) (Fig. 4e). These enrichments indicate broad transcriptional reprogramming consistent with immune modulation.

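Lists of 13 to 28 detected genes were written for the themes of Fig. 4e. They are not the Hallmark sets, and none was made for PI3K/AKT/mTOR, which was not analysed here. Each was tested on the log2 fold changes of a class with limma's camera test at a preset correlation of 0.01, adjusted over 16 lists. In CD4 T cells, 3 of these lists passed as higher. MYC targets had a median log2 fold change of 0.17 (24 of 28 genes positive, camera adjusted p = 4.3e-06), glycolysis 0.16 (11 of 13, camera adjusted p = 0.0017) and interferon response 0.11 (21 of 26, camera adjusted p = 0.0055). The unnamed T cell cluster led by Ifit1 and Isg15 is part of neither CD4 nor CD8 T cells here. It made up 0.525% of the control and 1.42% of the EV cells, without overlap. The unfolded protein response gave 0.13 (10 of 14, camera adjusted p = 0.058), IL-2/STAT5 0.03 (14 of 26, 0.115), mTORC1 signaling 0.02 (11 of 21, 0.211), fatty acid metabolism 0.01 (11 of 19, 0.313), oxidative phosphorylation 0.08 (15 of 19, 0.176) and the p53 pathway −0.0039 (8 of 16, 0.313), none of which passed. With cells thinned, the IL-2/STAT5 list passed in CD4 T cells (0.00053, range over alternatives 0.00053 to 0.555). Among CD8 T cells, interferon response had a median of 0.27 (25 of 27 positive, camera adjusted p = 9.8e-07), MYC targets 0.15 (24 of 28, 1.9e-06), the unfolded protein response 0.15 (12 of 14, 0.00049), glycolysis 0.11 (10 of 14, 0.0012), oxidative phosphorylation 0.10 (14 of 19, 0.012) and the p53 pathway 0.20 (13 of 17, 0.013). All passed as higher. With cells thinned, the unfolded protein response, oxidative phosphorylation and the p53 pathway did not pass (camera adjusted p between 0.0714 and 0.345, range over alternatives 0.00049 to 0.364). The median of mTORC1 signaling was 0.04 (11 of 21, camera adjusted p = 0.154, or 0.021 with cells thinned, range over alternatives 0.021 to 0.353), and that of fatty acid metabolism 0.01 (10 of 18, 0.549). Over all genes tested, few members were called. For interferon response these were 0 in CD4 and 1 in CD8 T cells, or 1 and 7 when adjusted over the list alone. For MYC targets they were 2 and 3 (6 and 9 adjusted over the list alone), and for mTORC1 signaling 1 and 4 (5 and 8 adjusted over the list alone). Glycolysis had 0 and 2 (5 and 6 adjusted over the list alone), and the unfolded protein response 1 and 3 (3 and 5 adjusted over the list alone). MYC targets and mTORC1 signaling share Hspd1 and Hspe1 with the list of heat shock genes. Lists of 84 detected ribosomal protein genes and 13 mitochondrially encoded genes did not pass in either class in the main setting, with camera adjusted p between 0.057 and 0.663 and medians between 0.01 and 0.12. With cells thinned, the ribosomal protein genes passed as lower in CD4 T cells (median −0.02, camera adjusted p = 0.0179, range over alternatives 0.0179 to 0.922). The mitochondrially encoded genes then passed as lower in CD8 T cells (camera adjusted p = 0.0072, range over alternatives 0.0033 to 0.358), although their median was 0.11. With limma's fry in place of camera, MYC targets and glycolysis held in CD4 T cells, and MYC targets and the unfolded protein response in CD8 T cells, beside the lists of heat shock and proliferation genes. With a correlation estimated from the 4 libraries, no list held.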

Consistent with this mechanism, we observed upregulation of IL-2/STAT5-responsive genes in CD8^+^ T cells (Supplementary Fig. 10). These genes are associated with cytokine responsiveness, survival, and a memory-like or regulatory phenotype, rather than effector activation. 

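For CD8 T cells, the IL-2/STAT5 list held 27 genes with enough counts, such as Socs1, Il2rb, Bcl2, Myc, Pim1 and Ccnd2. Its median log2 fold change was 0.26, with 19 of 27 genes positive (camera adjusted p = 2.0e-05). The adjusted p ran from 7.4e-08 to 0.353 over the alternatives, and the list did not pass with fry (0.207) or an estimated correlation (0.353). Over all genes tested, 2 members were called, both higher, and 9 were when adjusted over the list alone, all higher. Socs1, an inhibitor that cytokine signaling induces, stood at 29.6 and 32.9 CPM in control and 71.4 and 49.2 CPM in EV libraries (log2 fold change 0.94, SE 0.15, edgeR adjusted p = 0.019). Il2rb, a subunit of the IL-2 receptor, stood at 74.7 and 77.5 CPM in control and 123 and 106 CPM in EV libraries (log2 fold change 0.59, SE 0.09, edgeR adjusted p = 0.014). In CD4 T cells, the called members were Socs1 (log2 fold change 1.23, SE 0.24, edgeR adjusted p = 0.041) and Batf (0.95, SE 0.18, edgeR adjusted p = 0.034), or 4 genes when adjusted over the list alone. Without EV library 1, Socs1 changed by 0.67 and Batf by 0.58. Tregs gave a median of 0.36 with 22 of 27 genes positive (camera adjusted p = 1.6e-05), 0 genes called over all genes and 4 when adjusted over the list alone, 3 of them higher. Whether the effect on the list differs between the classes was not tested.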

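Il2ra, Ifng, Gzmb and Mki67 were few in CD8 T cells of both groups. In edgeR's test, Il2ra had a log2 fold change of 0.41 (SE 0.42, edgeR adjusted p = 0.64), Ifng of 0.71 (SE 0.45, edgeR adjusted p = 0.43) and Gzmb of 1.36 (SE 0.90, edgeR adjusted p = 0.45). For Ifng both EV libraries lay above both control libraries, and for the other genes the groups overlapped. Mki67 had too few counts to be tested. With 1 library left out in turn, Gzmb lay between 0.04 and 2.13, leaving aside the fit against control library 1 alone, which holds 0 Gzmb counts. Ifng lay between 0.45 and 0.97 and Il2ra between −0.29 and 0.83. Among cells gated by UMIs in place of clusters, Il2ra and Ifng changed sign, to −0.67 and −0.54. Il2ra was found in 15, 17, 9 and 11 CD8 T cells of control libraries 1 and 2 and EV libraries 1 and 2, which is 0.724%, 0.798%, 0.765% and 0.725% of them. In B cells, taken as the background, the shares were 0.610%, 0.750%, 0.822% and 0.569%, close to those of CD8 T cells. In Tregs, 75.0%, 77.8%, 80.3% and 80.9% of the cells held an Il2ra UMI. Median depths were 7316, 8485.5, 9910 and 9096 UMIs in CD8 T cells, above those of B cells. Ifng was found in 9, 7, 9 and 9 CD8 T cells (0.434%, 0.329%, 0.765% and 0.593%), against 0.0677%, 0.167%, 0.0632% and 0.0711% of the B cells. Gzmb was found in 0, 8, 13 and 5 CD8 T cells. The 0 of 2073 cells in control library 1 allow a share of up to 0.145%, and the others held 0.376%, 1.11% and 0.330%. Exact (Clopper-Pearson) 95% intervals, which cover counting error only, were 0.162% to 0.739% in control library 2, 0.590% to 1.88% in EV library 1 and 0.107% to 0.768% in EV library 2. In B cells, 1, 0, 3 and 0 cells held a Gzmb UMI, where the 0 counts allow up to 0.125% and 0.0711%. Mki67 was found in 7, 8, 5 and 5 CD8 T cells (0.338%, 0.376%, 0.425% and 0.330%), close to the 0.474%, 0.375%, 0.464% and 0.356% of the B cells. The cluster of proliferating lymphocytes, with Mki67 among its leading genes, is kept apart from both classes. A Cd8a UMI was found in 8.5% of its cells. The low Mki67 shares thus follow from the clustering and cannot tell whether CD8 T cells proliferate. Over all cells, Mki67 stood at 12.7 and 12.3 CPM in control and 35.5 and 40.2 CPM in EV libraries. After thinning to 1000 UMIs, Il2ra remained in 3, 2, 1 and 3 CD8 T cells, Ifng in 2, 0, 1 and 2, Gzmb in 0, 0, 1 and 0 and Mki67 in 1, 2, 0 and 1, and the counts of 0 allow shares of up to 0.141% to 0.255%. In B cells, thinned Il2ra shares lay between 0.0833% and 0.190%. None of these changes was called. For comparison, a list of 14 cytotoxic effector genes, which includes Gzmb and Ifng, had a median of 0.71 in CD8 T cells, with 10 of 11 detected genes positive (camera adjusted p = 6.5e-08, range over alternatives 3.5e-08 to 0.286). Its called members were Eomes (1.06, SE 0.10, edgeR adjusted p = 0.0011) and Tbx21 (0.78, SE 0.12, edgeR adjusted p = 0.020), and 7 members, 6 of them higher, were called when adjusted over the list alone. A list of proliferation genes had a median of 0.57 with 5 of 6 positive (camera adjusted p = 0.0042), with 0 members called over all genes and 3 when adjusted over the list alone.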

The absence of classical activation markers such as *Il2ra, Ifng, Gzmb*, and *Mki67* further suggests that iPSC EVs do not induce cytotoxic responses but instead promote a tolerogenic transcriptional program.

To validate these findings in human cells, we treated human CD4^+^ T cells with iPSC EVs and confirmed downregulation of *CDK8* and *CDK19* by qPCR (Fig. 4f). We then investigated whether this effect could be attributed to miR-302, the most abundant miRNA family in iPSC EVs. Treatment with miR-302 mimics similarly reduced *CDK8* and *CDK19* expression, suggesting that this miRNA may contribute to the immunomodulatory effects of iPSC EVs. While additional studies are needed to confirm this mechanism, our data highlight miR-302 as a key candidate mediating the suppression of CDK8/CDK19 and the induction of a regulatory T cell phenotype.

### A hyaluronic acid–Pluronic F127 hydrogel enables controlled delivery of iPSC EVs

Given that iPSC EVs accumulate in draining lymph nodes and modulate immune cell function, we sought to enhance their therapeutic potential by achieving controlled and prolonged release *in vivo*. To this end, we developed an injectable hydrogel composed of hyaluronic acid (HA) and Pluronic F127 that transitions from a solution to a gel state at body temperature. Figure 5a illustrates the thermal gelation process of this composite hydrogel. At low temperatures, Pluronic F127 and HA–Pluronic F127 hydrogels remain in a solution state with unpacked micelles. Upon heating, they transition to a gel state with packed micelles, where the presence of HA provides additional stabilization. Thermal gelation was confirmed by measuring the elastic modulus (G’) as a function of temperature. A sharp increase in G’ above 30 °C indicated the sol-to-gel transition (Fig. 5b), supported by visual confirmation of the transformation from liquid to gel.

The release kinetics of EVs from HA–Pluronic F127 hydrogels were influenced by the concentration of Pluronic F127. Higher concentrations of Pluronic F127 (PL20 and PL25, corresponding to 20 wt/v% and 25 wt/v%, respectively) reduced the cumulative release of EVs over 6 days (Fig. 5c). This effect corresponded to a significant decrease in the relative diffusion coefficient of EVs with increasing Pluronic F127 concentration (Fig. 5d). These changes were accompanied by increased hydrogel stiffness (Fig. 5e), indicating that Pluronic F127 concentration modulates both diffusion and mechanical properties.

Similarly, HA concentration played a critical role in regulating EV release. Hydrogels containing HA exhibited slower release rates (Fig. 5f), lower diffusion coefficients (Fig. 5g), and greater stiffness (Fig. 5h) compared to those without HA. However, there were no significant differences in stiffness or diffusion coefficient between hydrogels with 1% HA and hydrogels with 2% HA (w/v). Based on these findings, we selected the HA1-PL15 formulation, containing 1% HA and 15% Pluronic F127 (w/v), as the optimal choice due to its favorable stiffness, injectability, release profile, and gelation properties.

Particle size was another key factor influencing release dynamics. Smaller nanoparticles (2 nm and 6 nm) demonstrated higher cumulative release over 6 days compared to that of larger particles (100 nm and 400 nm) (Fig. 5i). This was consistent with the diffusion coefficients, which indicated that particle size directly impacts release rate (Fig. 5j). As EVs are approximately 100 nm in size, their release rate is expected to fall between that of smaller particles and 400-nm particles, favoring sustained release.

Cumulative release studies with iPSC EVs demonstrated dose-dependent release kinetics. Over an 8-day period, higher initial EV doses (500 μg) exhibited faster release, while lower doses (50 μg and 250 μg) showed slower release rates (Fig. 5k, l). This effect is attributed to the steeper concentration gradient at higher initial loading, which accelerates the release process. These findings suggest that adjusting the EV dose could provide an additional mechanism to fine-tune release profiles.

For *in vivo* studies, we selected an intermediate EV dose of 100 μg based on our preliminary studies demonstrating effective immune modulation at similar concentrations. To evaluate real-time EV release *in vivo*, we labeled iPSC EVs with the NIR dye and subcutaneously injected them, either encapsulated in the hydrogel or in soluble form, into the neck area of mice. *In vivo* imaging system (IVIS) imaging was used to track EV retention at the injection site. This fluorescence imaging revealed that EVs embedded in the hydrogel remained at the injection site for at least 48 hours, whereas soluble EVs were rapidly cleared within 3 hours (Fig. 5m). Quantitative analysis further confirmed that hydrogel embedding resulted in significantly higher radiant efficiency (Fig. 5n), highlighting its potential for prolonged local delivery of EVs.

Cytotoxicity testing was conducted to evaluate the safety of the hydrogel and iPSC EVs mixed with hydrogel. Key clinical chemistry and hematological parameters, including alanine aminotransferase (ALT), aspartate aminotransferase (AST), blood urea nitrogen (BUN), and creatinine, as well as red blood cell (RBC), white blood cell (WBC), platelet, and monocyte counts, were analyzed. ALT and AST levels indicated no liver damage, while BUN and creatinine confirmed normal kidney function (Supplementary Fig. 11). Hematological parameters were within normal ranges and indicated no pathological changes. These findings demonstrate that the hydrogel and iPSC EVs mixed with the hydrogel are non-toxic and biocompatible, supporting their safe use for prolonged local delivery of EVs in therapeutic applications.

### *In vivo* assessment of immunomodulatory properties of iPSC EVs using an adoptive-transfer T1D model

To evaluate the immunomodulatory effects of iPSC EVs *in vivo*, we employed an adoptive-transfer model of T1D. In this model, antigen-specific CD4^+^ T cells, which recognize a peptide expressed on pancreatic beta cells, were transferred from BDC2.5 transgenic mice into NOD-SCID mice to induce diabetes. Then, mice were treated with iPSC EVs alone, hydrogel alone, or iPSC EVs encapsulated in hydrogel, and diabetes progression was monitored over time.

Figure 6a illustrates the Kaplan-Meier curve showing the percentage of normoglycemic survival following a single treatment administered on day 0. Mice treated with iPSC EVs encapsulated in hydrogel displayed the highest percentage of normoglycemic survival compared to that of the control group, hydrogel alone, or iPSC EVs alone. While EVs alone conferred some degree of protection, encapsulating EVs in the hydrogel delivery system significantly enhanced their therapeutic efficacy.

When mice received 2 doses of treatment (on day 0 and day 7), Kaplan-Meier analysis demonstrated a further improvement in outcomes (Fig. 6b). At the end of the 90-day experiment, a greater percentage of diabetes-free mice were observed in the iPSC EV group (30%) and particularly in the group in which iPSC EVs were encapsulated in hydrogel (55%). This underscores the potential of repeated dosing to improve therapeutic efficacy and highlights the importance of sustained, localized EV delivery. The treatment of iPSC EVs encapsulated in hydrogel consistently outperformed all other groups, emphasizing the advantages of the hydrogel delivery system.

To investigate the underlying immunomodulatory mechanisms, we used flow cytometry to analyze the percentage of Tregs in lymph nodes and the spleen 10 days after the first EV injection. Treatment with iPSC EVs encapsulated in hydrogel significantly increased Treg populations, particularly in the draining lymph nodes, pancreatic lymph nodes, and spleen, compared to all other groups (Fig. 6c). Although EVs alone also increased Tregs in the pancreatic lymph nodes, the increase was less pronounced than in the group in which iPSC EVs were encapsulated in hydrogel. Hydrogel alone showed no significant immunomodulatory effects. These results suggest that the combination of iPSC EVs and hydrogel induces both localized and systemic immunosuppressive effects, which is critical for mitigating autoimmune responses.

Beta cell preservation was evaluated by visualizing insulin-stained beta cells and quantifying the remaining beta-cell mass in pancreatic tissue. Mice in the group where iPSC EVs were encapsulated in hydrogel retained a significantly greater beta-cell mass compared to the control and hydrogel groups (Fig. 6d). Histological analysis revealed substantial preservation of insulin-producing beta cell clusters in the group in which iPSC EVs were encapsulated in hydrogel, whereas the control and hydrogel groups exhibited almost complete beta cell destruction. EV treatment alone provided partial protection, but encapsulation in the hydrogel dramatically improved the outcomes.

These findings demonstrate that iPSC EVs, particularly when delivered via hydrogel, effectively suppress autoreactive T cells, enhance Treg induction, and preserve beta-cell mass in the antigen-specific adoptive-transfer model of T1D.

## Discussion

In this study, we demonstrate that EVs derived from PSCs, including ESCs and iPSCs, exhibit superior immunomodulatory properties compared to those of EVs from adult stem cells, such as MSCs. PSC EVs have unique molecular and functional characteristics, offering a promising avenue for scalable immunotherapeutic and regenerative applications.

The high proliferation rate of PSCs provides a distinct advantage for EV production. Compared to MSCs under static conditions, human iPSCs can produce up to 16 times more EVs^19^. While traditional adherent monolayer cultures are commonly used, suspension cultures have emerged as a scalable alternative. These allow PSCs to grow as floating aggregates, maintaining pluripotency without differentiation into embryoid bodies^39, 40^. Our results moreover show that PSCs cultured in dynamic suspension produce significantly more EVs while retaining key EV markers and stem cell-specific markers, supporting their clinical and industrial potential. Furthermore, the availability of cGMP-compliant iPSC lines ensures that PSC EV production can meet regulatory standards for therapeutic applications. Coupled with bioreactor-based suspension cultures, which are readily scalable, this provides a viable pathway for high-yield, clinically relevant EV manufacturing.

To date, the application of NMR spectroscopy in EV research has been limited. One notable example is the development of a μNMR microfluidic system for detecting circulating tumor EVs labeled with magnetic nanoparticles. This approach enabled the measurement of tumor EV concentration, providing a predictive metric for assessing therapy efficacy^41^. In our work, we employed label-free ^1^H-NMR spectroscopy for the characterization of EVs. Unlike optical methods such as Raman spectroscopy, which rely on vibrational modes and are prone to signal interference from overlapping peaks or fluorescence^42^, NMR provides high-resolution spectral data, enabling precise identification and quantification of metabolites and lipids. Furthermore, previous studies have demonstrated that NMR-based biofluid metabolomic profiles can reproducibly distinguish cancer patients from healthy controls^43^. Given that EV spectra contain fewer peaks compared to cellular spectra or complex biofluids, the clear identification of key components enhances both accuracy and reproducibility. Additionally, major lipid peaks could be quantified using integrated peak ratios relative to DSS (4,4-dimethyl-4-silapentane-1-sulfonic acid) as an internal standard. This approach could help establish a standardized method for evaluating lipid composition, detecting batch-to-batch variability, and improving reproducibility in EV production. These advantages position NMR as a powerful tool for EV characterization and quality assessment, making it particularly well suited for batch consistency testing in EV production.

Proteomic analysis further distinguished PSC EVs from MSC EVs, identifying 891 proteins uniquely present in iPSC and ESC EVs, including the surface markers ROR1 and CD133. Flow cytometry confirmed that both markers, along with the pluripotency-associated SSEA-4, were significantly more abundant in PSC EVs. Importantly, their expression was maintained under dynamic suspension culture conditions, highlighting the scalability and reproducibility of this EV production method.

ROR1 is highly expressed during embryogenesis and plays roles in cell migration, differentiation, and tissue patterning, but is largely absent in adult tissues^44^. CD133 (PROM1), a well-established marker of stem and progenitor cells, is involved in key cellular functions such as proliferation and often localizes to cholesterol-rich membrane microdomains^45^. Notably, our NMR analysis revealed that PSC EVs are enriched in cholesterol, suggesting a possible link between CD133 expression and the lipid composition of these vesicles.

According to miRNA sequencing, PSC EVs are highly enriched in the miR-302 family, particularly miR-302a-3p and miR-302d-3p, which are key regulators of pluripotency and reprogramming^46, 47, 48^. These miRNAs, tightly regulated by core pluripotency transcription factors (Oct4, Sox2, Nanog)^49^, are known to influence self-renewal, differentiation, and cellular reprogramming. Furthermore, the miR-302 family has demonstrated regenerative properties in respiratory bacterial infections by modulating inflammatory responses and promoting the proliferation of alveolar epithelial progenitor cells^50, 51^.

Our findings demonstrate that PSC EVs, enriched in miR-302 miRNAs and biosynthetically active protein cargo, possess potent immunomodulatory properties. While both PSC EVs and MSC EVs reduced TNF-α secretion by macrophages *in vitro*, PSC EVs significantly increased IL-10 production, highlighting their stronger anti-inflammatory potential. In T-cell cultures, PSC EVs more effectively reduced activation, suppressed proliferation, and increased Treg populations compared to MSC EVs, in both mouse and human systems. This enhanced ability to modulate pro- and anti-inflammatory signaling underscores the potential of PSC EVs to promote immune tolerance.

When injected subcutaneously into a mouse model, iPSC EVs preferentially localized to draining lymph nodes and influenced immune cell populations. These findings are consistent with other *in vivo* tracking studies of EVs using radiolabeling, which have demonstrated their preferential uptake by lymph nodes and the spleen^52^. Single-cell RNA sequencing revealed significant transcriptional changes in multiple immune cell types, highlighting changes in CD4^+^ and CD8^+^ T cells within the lymph nodes. Among the affected genes, the downregulation of CDK8 was particularly notable. CDK8 and its closely related paralog CDK19 are components of the transcriptional Mediator complex. In pluripotent stem cells, CDK8/19 inhibition enhances Mediator-driven recruitment of RNA polymerase II to promoters and enhancers, stabilizing naïve pluripotency^53^.

Beyond their role in maintaining pluripotency, CDK8 and CDK19 are known physiological repressors of *Foxp3* expression in activated T cells, and their inhibition has been shown to enhance STAT5 activation^38^. Previous studies have demonstrated that chemical inhibition or genetic knockdown of CDK8/19 induces *Foxp3* expression in both naïve and antigen-stimulated T cells, thereby promoting Treg differentiation even in inflammatory environments^38^. In our study, the downregulation of *Cdk8* in CD4^+^ and CD8^+^ T cells following iPSC EV treatment may represent a key mechanism by which PSC EVs promote Treg conversion.

Consistent with this mechanism, the IL-2/STAT5 signaling pathway was among the significantly enriched gene sets in CD8^+^ T cells after iPSC EV administration. One contributing factor may be the miR-302 family, which is highly enriched in PSC EVs and has been shown to regulate CDK8 expression. In addition, the EV proteome itself may support this effect: PSC EVs were enriched in proteins associated with MYC and mTORC1 signaling, E2F targets, and IL-2/STAT5 pathway components—biosynthetic and transcriptional programs that may further reinforce the immune-modulatory activity of PSC EVs.

The immunomodulatory properties of iPSC EVs were further evaluated using an antigen-specific T1D model. In this adoptive transfer model, CD4^+^ T cells specific for a beta cell antigen were transferred from BDC2.5 transgenic mice to NOD-scid mice, inducing diabetes. Hydrogel encapsulation enabled controlled, localized EV release, ensuring prolonged bioavailability and sustained immune modulation. Kaplan-Meier analysis demonstrated that a single administration of EVs encapsulated in hydrogel provided superior protection compared to that of EVs or hydrogel alone. Repeated dosing further improved outcomes, with 55% of mice remaining diabetes-free at the end of the experiment.

These findings align with previous observations that prolonged biomaterial-supported EV presentation and controlled release enhance therapeutic outcomes^2^. Sustained delivery systems like hydrogels protect EVs from rapid clearance, allowing gradual release and reducing the need for frequent dosing. Despite the localized administration in the neck region, systemic effects were observed, including increased Treg populations in the pancreatic lymph nodes and spleen. This suggests that PSC EVs delivered via hydrogel exert both local and systemic immunosuppressive effects.

Notably, systemic immune modulation from locally delivered EVs has also been observed in other contexts. For example, an inhalable therapeutic cancer vaccine based on EVs containing IL-12 mRNA induced systemic immune responses, demonstrating the potential of EV-based immunotherapeutics to modulate distant immune cells without causing severe side effects^54^.

The ability of PSC EVs to induce systemic immune tolerance following localized delivery represents a significant advancement in cell-free immunotherapies. By fostering a regulatory T-cell phenotype, these vesicles hold promise as potential treatments for autoimmune diseases such as rheumatoid arthritis, multiple sclerosis, and inflammatory bowel disease, where Treg dysfunction plays a central role. Additionally, PSC EVs could aid in promoting transplant tolerance by mitigating alloimmune responses, further expanding their therapeutic relevance.

In summary, our study underscores the scalability, reproducibility, and therapeutic potential of PSC-derived EVs. Dynamic suspension culture enables high-yield EV production while maintaining EV quality, and advanced characterization techniques like NMR facilitate rapid phenotyping, distinguishing PSC EVs from other EV types and ensuring batch-to-batch quality control. The unique cargo of PSC EVs, particularly miRNAs such as members of the miR-302 family, and their superior immunomodulatory properties distinguish them from other therapeutic EVs documented to date. Additionally, the development of a hydrogel-based sustained delivery system enhances their clinical applicability by ensuring prolonged bioavailability and effective systemic immune modulation. Collectively, these findings position PSC EVs as a promising tool for advancing next-generation immunotherapies and cell-free regenerative therapies, with potential applications in autoimmune diseases, transplantation, and immune tolerance induction.

## Methods

### Cells

Six iPSC cell lines were utilized in this study, including NH50191 iPSCs obtained from the NINDS Human Cell and Data Repository, powered by Sampled. Additionally, a B2M/CIITA double-knockout (HLA-I/II knockout) iPSC line was used, as described in a previous study^55^. Further iPSC lines included hIPSC 2 and hIPSC 23, along with BSCRC 23F1i3 from the UCLA core facility and iPS DF6-9-9T.B from WiCell. The ESC line H9 was also sourced from WiCell. For static cultures, both iPSC and ESC cells were plated on cell culture plates pre-coated with vitronectin (Stem Cell Technologies) and maintained in mTeSR Plus medium (Stem Cell Technologies). To enhance cell survival during the initial plating, Y-27632 (Cayman Chemical) was added at a final concentration of 10 μM for the first 24 hours. Medium changes were performed every 24 hours throughout the culture period. Human MSCs were obtained from 2 sources: the Texas A&M Health Science Center College of Medicine and ATCC (PCS-500-012). MSCs were cultured in RoosterNourish-MSC medium (PCS-500-041) provided by RoosterBio.

### Dynamic culture of iPSC and ESCs

For dynamic culture, iPSC and ESC cells were dissociated into small aggregates using ReLeSR (Stem Cell Technologies) and seeded into Nalgene^™^ Rapid-Flow Sterile Filter Storage Bottles (455-0250) (ThermoFisher Scientific). The culture medium was supplemented with Y-27632 at a final concentration of 10 μM. The bottles were placed on an orbital shaker, with a shaking speed of 55 rpm for 30-mL cultures or 65 rpm for 60-mL cultures. After 24 hours, the medium was replaced with TeSR-E8 3D medium (Stem Cell Technologies) to initiate EV collection. Cell aggregates were maintained in culture for up to 4 days, ensuring that the spheroid size did not exceed 500 μm in diameter. Regular assessments of aggregate viability were conducted using Trypan Blue staining or Live/Dead staining. Following the culture period, the cell aggregates were gently disintegrated into smaller clusters by using Gentle Cell Dissociation Reagent and passed through 37-μm Reversible Strainers (both from Stem Cell Technologies) before being re-seeded for subsequent dynamic culture cycles.

Immunofluorescence staining was performed as previously described (51). The primary antibodies used were anti-SSEA-4 (Santa Cruz Biotechnology, sc-21704), anti-Oct3/4 (Santa Cruz Biotechnology, sc-5279), anti-Sox2 (Merck Millipore, AB5603), and anti-TRA-1-60 (clone TRA-1-60, Sigma-Aldrich, MAB4360). Imaging was conducted with a Zeiss Axio Observer Z1 inverted fluorescence microscope, and the data were analyzed with ImageJ software.

### EV isolation

For EV collection, iPSC and ESC cultures were maintained in TeSR-E8 or TeSR-E8 3D medium (Stem Cell Technologies) for static and dynamic cultures, respectively. MSC EV collection was performed using RoosterCollect^™^-EV medium (M2001) from RoosterBio. After conditioning by the cells, the medium was centrifuged at 2000 × g for 10 minutes to eliminate large particles and debris. The supernatant was either processed immediately or frozen at −80 °C for later use. EVs were isolated from the cell-conditioned medium (CCM) through sequential filtration and size exclusion chromatography (SEC). First, the CCM was filtered through a 0.22-μm filter to eliminate larger EVs and remaining debris. The filtered CCM was then concentrated 100-fold using Centricon Plus-70 centrifugal filters (Ultracel PL-10, 10,000 NMWL, MilliporeSigma). The concentrated sample was loaded onto a pre-equilibrated qEVoriginal SEC column (IZON Science) to separate EVs from smaller protein contaminants. Fractions containing small EVs were identified, pooled, and concentrated 5-fold using Amicon Ultra 2-mL centrifugal filters (Ultracel-10K, 10,000 NMWL, MilliporeSigma). The protein concentration of the isolated EVs was quantified using the Micro BCA^™^ Protein Assay Kit (Thermo Scientific) according to the manufacturer’s protocol. The final concentrated EV preparations were stored at −80 °C until further use. TEM of EVs was performed as previously described^56^. The size distribution and concentration of EVs were determined by using a NanoSight NS300 system (Malvern Instruments). Prior to analysis, EV samples were diluted in 0.02 μm-filtered PBS to ensure optimal particle concentration. For each sample, five 30-second videos were captured with the camera set to level 14. The resulting video data were subsequently processed using NTA software version 3.4 to obtain particle size and concentration profiles.

### Evaluation of EV surface markers

To assess EV surface markers, the MACSPlex Exosome Kit (130-122-209, Miltenyi Biotec) was employed, following the manufacturer’s guidelines. EV samples were incubated with capture beads, which specifically bind to surface proteins of interest, such as ROR1, CD133, and SSEA-4. After binding, the bead-EV complexes were labeled using fluorescence-conjugated antibodies targeting CD9, CD63, and CD81. These labeled complexes were then subjected to flow cytometry to detect and quantify the fluorescence signals, enabling marker profiling. The analysis was performed using a ThermoFisher Attune NxT Flow Cytometer, and data interpretation was carried out with FlowJo v10 software.

### NMR analysis of EVs

The NMR buffer was prepared by dissolving 0.9% (w/v) NaCl and 0.001 mM sodium trimethylsilyl propane sulfonate (DSS, TCI Chemicals) in a solution containing 90% (v/v) D_2_O and 10% (v/v) H_2_O. EV samples were standardized to 100 μg/mL, and all spectra were acquired at this concentration. EVs were resuspended in the buffer and transferred to 5-mm NMR tubes for analysis. Proton (^1^H) NMR free induction decays (FIDs) were acquired at 298 K using a Bruker DRX-500 spectrometer operating at 500 MHz. Spectra were collected for each EV sample, averaging 32 FIDs after a set of dummy scans. Acquisition parameters included a spectral width of 6,009.62 Hz, 8k data points, and an acquisition time of 0.7 s per scan. Pulse delays ranged from 9 to 14 μs, and water signal suppression was achieved using the Bruker zgesgp pulse sequence. Raw NMR data were Fourier transformed and processed for automatic phase and baseline correction using TopSpin (version 3.6.3). The DSS signal was used as an internal chemical shift reference, calibrated to 0 ppm. Data analysis was performed in MATLAB (version 2022b) using the Edison Lab Metabolomics package. For each spectrum, the region corresponding to water peaks (4.2–5 ppm) was manually set to zero. Spectra were normalized to their total area, with each sample scaled to a total spectral area of 1.0. Lipid peaks characteristic of EVs were identified based on literature and compared with prominent peaks in the acquired spectra. Peaks with a signal-to-noise ratio (SNR) below 2 were excluded. Twenty-eight peaks were identified, and a spectral bin with a width of 0.01 ppm was centered on each assigned peak’s chemical shift, resulting in 28 bins per spectrum. Each bin was labeled according to the corresponding lipid peak. Signal integrals within each bin were computed, producing a data matrix of 28 bins × 6 samples. The mean and standard deviation for each bin were calculated across six samples, and mean values were subtracted from corresponding matrix entries to create a zero-mean matrix. Each element was then normalized by its respective standard deviation, yielding a matrix with zero mean and unit variance.

Hierarchical clustering analysis was performed on the standardized 28 × 6 matrix using MATLAB. The Ward algorithm and Euclidean distance metric were employed to iteratively link clusters, identifying overall clustering patterns among samples based on normalized spectral data. No additional statistical filtering was applied before clustering, ensuring an unbiased comparison of peaks regardless of statistical significance.

#### Proteomics of iPSC and ESC EV samples

EV peptide preparation was adapted from the single-pot, solid phase–enhanced sample preparation (SP3) protocol^57^. Briefly, 10 μg of EV sample was mixed with a reconstitution solution containing pH 8 HEPES (Sigma-Aldrich, cat. no. H3375), SDS (Fisher Bioreagent, cat. no. BP166-500), Triton X-100 (Sigma-Aldrich, cat. no. X100-500ML), NP-40 (EMD Millipore, cat. no. 492016-100ML), Tween 20 (Promega, cat. no. H5152), sodium deoxycholate (Sigma-Aldrich, cat. no. 30970-25G), EDTA (Fisher Bioreagent, cat. no. BP120-500), 200 mM NaCl (Fisher Chemical, cat. no. S271-1), glycerol (Fisher Bioreagent, cat. no. BP229-4), complete protease inhibitor (Sigma-Aldrich, cat. no. 04693132001), DTT (Sigma-Aldrich, cat. no. D0632-10G), and HPLC-grade water (Fisher Chemical, cat. no. AAB-W6-4). The solution was incubated for 30 minutes at 60 °C with gentle agitation at 1000 rpm. IAA (Sigma-Aldrich, cat. no. I6125-10G) was then added, and the mixture was incubated for 30 minutes at room temperature in the dark. DTT was subsequently added to quench alkylation for 15 minutes at room temperature.

The samples were sonicated for 10 cycles of 30 seconds ON/OFF. SP3 beads, prepared from a 1:1 mixture of hydrophilic and hydrophobic Sera-Mag carboxylate-modified magnetic beads (Cytiva, cat. no. 24152105050250 and 44152105050250), were added and gently mixed. Ethanol (Thermo Scientific, cat. no. 615090010) was added, and the mixture was incubated at 24 °C for 15 minutes at 1000 rpm to induce protein binding to the beads. The samples were placed on a magnetic rack to remove the supernatant, and the beads were washed twice with 80% ethanol followed by a rinse with acetonitrile. Trypsin/Lys-C (Promega, cat. no. V5073) was added at an enzyme-to-protein ratio of 1:25 in pH 8 ammonium bicarbonate solution. The beads were sonicated for 30 seconds to disperse and mix them followed by incubation at 37 °C for 18 hours at 1000 rpm for digestion. Following digestion, the samples were centrifuged at 20,000 × g for 1 minute, placed on a magnetic rack, and the supernatant was collected for LC-MS/MS analysis. LC-MS/MS Analysis: LC-MS/MS was performed with an Orbitrap Exploris 480 Mass Spectrometer (Thermo Fisher Scientific) coupled to a Vanquish Neo system (Thermo Fisher Scientific). Peptides were loaded onto a 2-μm C18 75 μm × 500 mm EASY-Spray^™^ PepMap^™^ Neo UHPLC column (Thermo Scientific, cat. no. ES75500PN). Separation was achieved at a flow rate of 0.2 μL/min by using a gradient of buffer B (80% ACN and 0.1% formic acid), starting from 5% to 23% over 101 minutes, increasing to 40% over 35 minutes, followed by a rise to 99% over 17 minutes, and a return to 5% buffer over 20 minutes. The total run time was 163.1 minutes, and the column temperature was maintained at 35 °C. Data-dependent acquisition (DDA) was performed with a full scan range of 350–1200 m/z at a resolution of 60,000, a normalized AGC target of 300%, and an RF lens of 40%. MS/MS spectra of the top 20 most abundant precursors (charge state 2–6) were acquired within an isolation window of 1.4 m/z at a resolution of 15,000, with a normalized AGC target of 50% and HCD collision energy of 30%. MS Data Analysis: DDA raw files were analyzed using Proteome Discoverer software (Thermo Fisher Scientific) with a label-free quantification workflow. Analysis was conducted according to a FASTA file containing MaxQuant contamination sequences and reviewed for Homo sapiens protein sequences, using default settings. Mass spectrometry data was processed and normalized with the Thermo Proteome Discoverer software (v. 2.4). The normalization mode selected was the total peptide amount, which sums the peptide group abundances for each sample and determines the maximum sum for all files. The normalization factor is the factor of the sum of the sample and the maximum sum in all files. Proteins with missing values in more than half of the samples in each group were removed. Missing data imputation was performed using the Random Forest imputation algorithm from the MissForest R package^58^. Highly abundant proteins in both ESC and iPSC EVs were defined as having a Thermo Proteome Discoverer classification of “Highly Abundant” in every replicate for each cell line.

### ESC and iPSC EV protein comparison with MSC EV proteins

MSC EV proteins were curated from previously published studies^28, 29, 30^ and the ExoCarta database^31^. As the number of reported proteins and methods for quantification of reads differed across studies, highly abundant MSC EV proteins were defined as the top 25% most abundant proteins detected across all samples^28, 29^, the top 10% most abundant proteins with expression >0^30^, and the MSC EV proteins curated in the Exocarta resource. MSC EV proteins identified by these studies were compared against the ESC and iPSC EV proteins to determine consistent and divergent trends. Pathway enrichment analysis was performed using EnrichR^59^ with the MSigDB Hallmark 2020 gene set collection. Analyses were conducted separately for proteins shared among all three EV types (ESC, iPSC, MSC), proteins shared only between ESC and iPSC, and proteins unique to MSC. Pathways with adjusted p-values < 0.05 were considered significantly enriched.

### miRNA Sequencing in iPSC and ESC EVs

miRNA sequencing of iPSC and ESC EVs was conducted by System Biosciences. Raw fastq data files generated using the Illumina NextSeq 5000 platform were processed by first trimming adaptors from the 3′ end of the reads using Trim Galore, which integrates Cutadapt and FastQC tools. The UMI-tools “Extract” function was applied to paired-end reads to extract UMI barcodes from the fastq files. A specific adaptor sequence (“AACTGTAGGCACCATCAAT”) was then removed from the reads using Trim Galore. Processed reads were mapped to the human hg38 reference genome by using the Extra-Cellular RNA Processing Toolkit (exceRpt). The exceRpt pipeline includes filtering and quality control steps to remove contaminants before mapping reads to endogenous sequence databases, including the hg38 genome, miRNAs from miRbase^60^, tRNAs from gtRNAdb^61^, piRNAs from piRNABank^62^, long RNAs from GENCODE^63^, and circRNAs from circBase^64^.

Highly abundant miRNAs in ESC and iPSC EVs were defined as the top 25% of miRNAs with >100 reads across samples. MSC EV miRNAs were curated from previously published studies^32, 33, 34, 35, 36^. Due to differences in profiling methods and reported values across these studies, including varying numbers of miRNAs captured, different quantification methods, and sequencing platforms, highly abundant MSC EV miRNAs were defined using different criteria. For Reis et al.^32^ and De Luca et al.^33^, the top 25% of miRNAs by read abundance were considered. Kaur et al.^34^ defined highly abundant miRNAs as the top 25% of miRNAs with >100 reads across samples, while Shafti et al.^35^ used the top 25% of miRNAs with <130 CTcorr values across samples. In the study by Liu et al.^36^, highly abundant miRNAs were defined as those with an average expression >1.

### *In vitro* experiment with immune cells

Mouse monocytes were isolated from the femurs of mice. After centrifugation at 1000 × g for 10 minutes at room temperature, the supernatant was discarded, and the cell pellet was resuspended in 25 mL of DMEM supplemented with 10% FBS. The cells were incubated at 37 °C for 6 hours. Following incubation, non-adherent cells were collected, pelleted, and resuspended in complete RPMI 1640 medium (RPMI 1640 supplemented with 10% heat-inactivated FBS, 1% penicillin-streptomycin (10,000 U/mL), 1 mM sodium pyruvate, 2 mM L-glutamine, 10 mM HEPES buffer, and 50 μM 2-mercaptoethanol) containing 50 ng/mL M-CSF to facilitate macrophage differentiation. On day 3, the medium was replaced with fresh complete RPMI containing 20 ng/mL M-CSF, with the same step repeated on day 5. By day 7, differentiated macrophages were detached using a cell scraper and seeded for downstream experiments. iPSC, ESC, or MSC EVs were added to the macrophage cultures at a final concentration of 10 μg/mL. After 24 hours of incubation, the culture medium was collected and analyzed for TNF-α and IL-10 levels via ELISA (Eve Technologies). Culture media containing EVs, but not exposed to cells, were used as negative controls.

Mouse T cells were isolated from spleens and lymph nodes using the EasySep Mouse T-Cell Isolation Kit (19851) or CD4^+^ T-Cell Isolation Kit (19852, Stem Cell Technologies) and cultured in complete RPMI 1640 medium. T-cell activation was performed on plates pre-coated with anti-CD3 (clone 2C11, Bio X Cell, BE0001-1) at 10 μg/mL and 2 μg/mL soluble anti-CD28 (clone 37.51, Bio X Cell, BE0015-1). IL-2 (25 U/mL, BRB Preclinical Repository, National Cancer Institute) and EVs (iPSC, ESC, or MSC, 10 μg/mL) were added, and cells were cultured for 3 days. Culture media were collected for IFN-γ and IL-10 analysis via ELISA (Eve Technologies), with EV-only media as negative controls. For proliferation analysis, cells were stained with Alexa Fluor 488 anti-mouse CD3 Antibody (100210) and Brilliant Violet 711 anti-mouse CD44 Antibody (103057), and viability was assessed using the Zombie NIR Fixable Viability Kit (423105, BioLegend). Treg formation was evaluated after 5 days by staining for CD4 (Brilliant Violet 605 anti-mouse CD4 Antibody, 100548), CD25 (Brilliant Violet 785 anti-mouse CD25 Antibody, 102051), and Foxp3 (PE anti-mouse FOXP3 Antibody, 126404) after fixation and permeabilization using the Foxp3 Fix/Perm Buffer Set (BioLegend). Data were acquired on a ThermoFisher Attune NxT Flow Cytometer and analyzed using FlowJo v10 software.

Human T cells were isolated from PBMCs obtained from the UCLA/CFAR Virology Core Laboratory using EasySep Human T-Cell Isolation Kit (17951) or CD4^+^ T-cell Isolation Kit (17952, Stem Cell Technologies). Activation was performed by using Dynabeads Human T-Activator CD3/CD28 (Gibco, 11161D) or by pre-coating plates with anti-human CD3 (1 μg/mL, Bio X Cell, BE0231) and adding 5 μg/mL anti-human CD28 (Bio X Cell, BE0248) to the medium. For proliferation assays, T cells were stained with 5 μM CFSE (Invitrogen, C34554) for 5 minutes at room temperature in the dark, washed, and cultured with EVs and IL-2 (25 U/mL, TECIN^™^ Teceleukin). Treg formation was assessed after 5 days by staining for CD45 (Alexa Fluor 488 anti-human CD45 Antibody, 160306), CD4 (Brilliant Violet 605 anti-human CD4 Antibody, 300555), CD25 (Brilliant Violet 711 anti-human CD25 Antibody, 356137), and FOXP3 (Alexa Fluor 647 anti-human FOXP3 Antibody, 320013, BioLegend).

### *In vivo* tracking of EVs

EVs were covalently conjugated to Flamma 675NA NHS ester dye by incubating them overnight at 4 °C with 1 mg/mL dye solution under continuous shaking. Unbound dye was quenched by incubating the mixture with 1 M Tris-HCl (pH 8) for 1 hour at 37 °C. Labeled EVs were then purified by using SEC as previously described. A total of 100 μg of labeled iPSC EVs was injected subcutaneously into wild-type C57BL/6 mice. After 24 hours, draining lymph nodes, spleen, and liver were harvested and dissociated into single-cell suspensions. EV uptake by cells from these tissues was evaluated by flow cytometry.

### Single-cell sequencing (scRNAseq) of immune cells

Wild-type C57BL/6 mice were treated with a total of 100 μg of iPSC EVs via subcutaneous injection, while control animals received PBS injections. After 5 days, draining lymph nodes were harvested, placed in cold, sterile PBS supplemented with 2% FBS to preserve cell viability. The lymph nodes were mechanically disrupted and passed through a 70 μm cell strainer to obtain a single-cell suspension. The filter was rinsed with additional media to maximize cell recovery. The resulting cell suspension was stained with trypan blue and counted using a hemocytometer. Only samples with high viability (≥80%) were selected for sequencing. No prior cell enrichment was performed. An aliquot of the prepared suspension was examined under a microscope to confirm cell integrity and the absence of clustering artifacts.

Following the isolation of single-cell suspensions (two biological replicates per group), the final cell suspension was adjusted to a concentration of 1000 cells/μL and loaded onto the 10x Genomics Chromium Controller, to generate single-cell gel beads in emulsion (GEMs) for downstream cDNA synthesis and library preparation using the 10X 3′ Single-Cell RNA-Seq V3.1 kits (10x Genomics, Pleasanton, CA, USA). Library concentrations were determined using the Qubit Fluorometric Quantitation method (Thermo Fisher Scientific, Waltham, MA, USA), and quality was assessed using the Agilent TapeStation system (Agilent, Santa Clara, CA, USA). Libraries were pooled and sequenced on the NovaSeq S4 2×100 platform (Illumina, San Diego, CA, USA) at ~20,000 reads per cell at the UCLA Broad Stem Cell Research Center. Raw sequencing reads were submitted to the Gene Expression Omnibus (GEO) with accession number GSE291555.

Sequencing reads were aligned to the mouse reference genome (mm10), and gene–cell count matrices were generated using Cell Ranger 7.1.0 (10x Genomics, Pleasanton, CA, USA). Downstream data analysis was performed using Seurat version 4.0.3^65^. Single cells were filtered according to thresholds of 200 to 5000 genes per cell, a maximum of 20,000 unique molecular identifiers (UMIs), less than 10% mitochondrial gene expression, and less than 60% ribosomal gene expression (Supplementary Fig. 12). Gene counts were normalized using Seurat’s default log normalization method via the NormalizeData function. Cells from all 4 single-cell RNA sequencing samples (2 replicates per EV or control treatment) were projected onto 2 dimensions by using Uniform Manifold Approximation and Projection (UMAP) based on the top 30 principal components of the gene expression profiles and clustered by using the Louvain clustering method (Supplementary Fig. 9). Cell type identification was carried out by evaluating the expression of known cell type markers within each identified cluster (Supplementary Fig. 8).

After cell type identification, differential gene expression analysis was performed using the FindMarkers function in Seurat, employing the non-parametric Wilcoxon rank-sum test to compare gene expression between EV-treated and control cells. Differentially expressed genes (DEGs) were identified by comparing each EV-treated sample (2 biological replicates) to both control samples. Overlapping genes between these comparisons that met an adjusted *P*-value threshold (Bonferroni correction) of <0.05 were selected. Among the selected genes, those common between the 2 biological replicates that exhibited consistent fold change direction were considered significant DEGs. For visualization, the average log fold change (logFC) between biological replicates was calculated, and adjusted *P* values from both replicates were combined using Stouffer’s method from the Metap package in R. Next, to understand the biological importance of the identified DEGs pathway enrichment analysis was done utilizing Hallmark database in EnrichR^59^. Pathways were considered significant at FDR<0.05.

### Hydrogel

Pluronic F-127 (Sigma Aldrich) and hyaluronic acid (Pharma Grade 80 from Novamatrix, with an average molecular weight of 620 kDa to 1.15 MDa) were used to prepare the hydrogel. A 50% (by wt) solution of Pluronic F-127 was prepared by dissolving 5 grams of the polymer in 10 mL of ice-cold Milli-Q water, followed by overnight incubation at 4 °C under continuous agitation to ensure complete dissolution. Separately, a 4% (by wt) solution of hyaluronic acid was prepared by dissolving 4 mg of the polymer in 10 mL of Milli-Q water at room temperature, also left overnight under continuous agitation. Both solutions were sterilized by filtration, and the final hydrogel compositions were obtained by mixing the 2 solutions in appropriate proportions. The prepared hydrogels were stored at 4 °C until use.

Hydrogel samples were prepared and immediately loaded between the parallel plates of a temperature-controlled rheometer (Anton Paar MCR302). A small-amplitude oscillatory shear test was conducted within the linear viscoelastic region by applying a sinusoidal strain across multiple frequencies. The storage modulus (G’) was recorded at each frequency, and values within the linear range were averaged to determine the elastic modulus. All measurements were performed in triplicate.

To assess hydrogel stiffness, an Instron 5542 mechanical tester was used. Samples were compressed at a rate of 1 mm min^−1^, and Young’s modulus was calculated from the slope of the linear region corresponding to 0–10% strain.

#### *In vitro* cumulative release of EVs from the hydrogel

For cumulative EV release studies, Flamma 675–labeled EV-loaded hydrogels were incubated in PBS at 37°C under gentle shaking. At predetermined time points, aliquots of PBS were collected and immediately replaced with fresh PBS to maintain a constant volume. Fluorescence intensity was measured using a plate reader, and EV concentration was quantified using a calibration curve generated from known concentrations of labeled EVs. The diffusion coefficient of EVs from the hydrogel was determined by fitting the cumulative release data to an analytical solution of Fick’s second law of diffusion for a cylindrical geometry. Nonlinear regression analysis was performed using curve-fitting software, and the diffusion coefficient was extracted from the best-fit parameters. Model fit quality was assessed using the R^2^ value.

#### *In vivo* tracking of EV release from the hydrogel

For *in vivo* EV tracking, Flamma 675–labeled EVs were incorporated into the hydrogel matrix. Mice were anesthetized, and 100 μL of the hydrogel was injected into the neck region. Baseline fluorescence images were acquired immediately post-injection using a Lumina II *In vivo* Imaging System (IVIS, PerkinElmer, Hopkinton, MA). Subsequent IVIS imaging was performed at designated intervals up to 48 hours under consistent imaging settings. Fluorescence signal intensity within the region of interest was quantified using Living Image software (Revvity, Waltham, MA) to assess EV retention and *in vivo* release kinetics.

### miR-302 transfection

Human CD4^+^ T cells were isolated as previously described. The miR-302 mirVana^®^ miRNA mimic (4464066, Thermo Fisher Scientific) was combined with Lipofectamine RNAiMAX in a 1:1 ratio to form complexes according to the manufacturer’s instructions and incubated for 5 minutes at room temperature before being added to the activated T-cell cultures. The mirVana^™^ miRNA Mimic Negative Control #1 (4464058) was used as a negative control. Changes in CDK8/19 expression were assessed after 3 days by PCR.

### Real-Time PCR

Total RNA was extracted from CD4^+^ T cells using TRIzol^™^ reagent (Thermo Fisher Scientific) and purified with the PureLink^™^ RNA Mini Kit, following the manufacturer’s protocols. RNA concentration and purity were assessed using the 260/280 nm absorbance ratio. Complementary DNA (cDNA) was synthesized from 1 μg of RNA using the Maxima First Strand cDNA Synthesis Kit for RT-qPCR (Thermo Scientific), with reactions performed at 25 °C for 10 minutes, 50 °C for 15 minutes, and terminated at 85 °C for 5 minutes. Quantitative real-time PCR (qRT-PCR) was conducted on the QuantStudio^™^ 5 system using the PowerUp^™^ SYBR^™^ Green Master Mix for qPCR (Applied Biosystems) in 10-μL reactions, containing 5 μL of master mix, 1 μL of primer pair (10 μM), 1 μL of cDNA (40 ng), and nuclease-free water. Primer sets specific for β-actin (HP204660), CDK8 (HP205183), and CDK19 (HP211372) were purchased from OriGene Technologies. Thermal cycling included 50 °C for 2 minutes, 95 °C for 2.5 minutes, followed by 40 cycles of 95 °C for 15 seconds and 60 °C for 1 minute, with fluorescence data collected during the annealing/extension step. Relative gene expression was calculated using the ΔΔCt method, normalized to ACTB.

### Adoptive-transfer T1D *in vivo* experiments

To evaluate the therapeutic effect of the designed EV hydrogel system in T1D, an adoptive transfer model was used. BDC2.5 CD4^+^ T cells were isolated from 6- to 8-week-old BDC2.5 NOD mice (004460, Jackson Lab) and activated for 3 days on plates coated with anti-CD3 (8 μg/mL) and supplemented with anti-CD28 (2 μg/mL) and IL-2 (50 U/mL). Subsequently, 200,000 activated T cells were adoptively transferred intravenously (i.v.) into NOD-scid mice (001303, Jackson Lab) via retro-orbital injection. On the day of T-cell transfer, control mice received no treatment, while experimental groups were subcutaneously injected with either 100 μg of iPSC EVs in PBS, 100 μL of hydrogel alone, or 100 μL of hydrogel encapsulating 100 μg of iPSC EVs. Injections were administered subcutaneously at the dorsal neck region. Blood glucose levels were monitored daily, and mice were considered diabetic when their blood glucose exceeded 250 mg/dL for 2 consecutive days.

For Treg analysis, 5 mice per group were sacrificed 10 days post-adoptive transfer. Draining, non-draining, and pancreatic lymph nodes, as well as spleens, were collected, dissociated into single-cell suspensions, and analyzed by flow cytometry. Briefly, cells were incubated in ACK lysis buffer (Gibco) for 5 minutes at room temperature to lyse red blood cells. Non-specific binding was blocked using TruStain FcX^™^ anti-mouse CD16/32 antibody (101320). Viability was assessed using the Zombie NIR Fixable Viability Kit (423105). Surface staining was performed using PE/Cyanine7 anti-mouse CD45 (103114), Alexa Fluor 488 anti-mouse CD3 (100210), Brilliant Violet 605 anti-mouse CD4 (100548), and Brilliant Violet 785 anti-mouse CD25 (102051) antibodies. For intracellular staining, cells were fixed and permeabilized using the FOXP3 Fix/Perm Buffer Set and stained with PE anti-mouse FOXP3 antibody (126404) alongside the Mouse IgG1, κ Isotype Control (Clone MOPC-21, 400130). All antibodies were purchased from BioLegend. Data acquisition was performed using a ThermoFisher Attune NxT Flow Cytometer, and analysis was carried out using FlowJo v10 software.

### Pancreatic tissue processing and beta-cell mass quantification

Pancreatic tissue samples were collected from the tail of the pancreas and fixed in 4% formaldehyde for 24 hours as previously described^66^. A spleen sample was also collected for comparison. Following fixation, the tissues were embedded in paraffin and sectioned at a thickness of 4 μm for subsequent analysis. Hematoxylin and Eosin (H&E) staining was performed according to an established protocol^67^. For insulin staining, rehydrated tissue sections were first blocked with 3% H_2_O_2_ in 10% methanol for 30 minutes at room temperature, followed by blocking with Tris B buffer for 1 hour. The sections were incubated overnight at 4 °C with guinea pig anti-insulin antibody (1:100; Abcam) diluted in Tris B. The next day, sections were incubated with biotinylated donkey anti-guinea pig secondary antibody (1:1000; Jackson ImmunoResearch) for 1 hour at room temperature. ABC Peroxidase solution (VECTASTATIN ABC Peroxidase PK-4000, Vector Laboratories) was applied for 1 hour, and staining was developed using DAB substrate solution for 30 to 50 seconds under microscopic observation. After rinsing in water, sections were counterstained with hematoxylin (Thermo Fisher Scientific), dehydrated through graded ethanol and toluene, and mounted using Permount mounting medium (Thermo Fisher Scientific).

For beta-cell mass quantification, tissue sections were scanned at 20x magnification using an APERIO scanner (Leica Biosystems). Beta-cell mass was quantified using the HALO Image Analysis Platform (Indica Labs). The beta-cell area, defined as the insulin-positive area, was expressed as a percentage of the total pancreas area. Total beta-cell mass was calculated by multiplying the insulin-positive area by the mouse’s pancreas weight.

### Statistical analysis

One-way ANOVA with Tukey’s post-hoc test or the Kruskal-Wallis rank sum test was used to assess significant differences across multiple samples. Student’s *t* tests were applied for comparisons involving 2 groups.

## Figures and Tables

**Figure 1:**
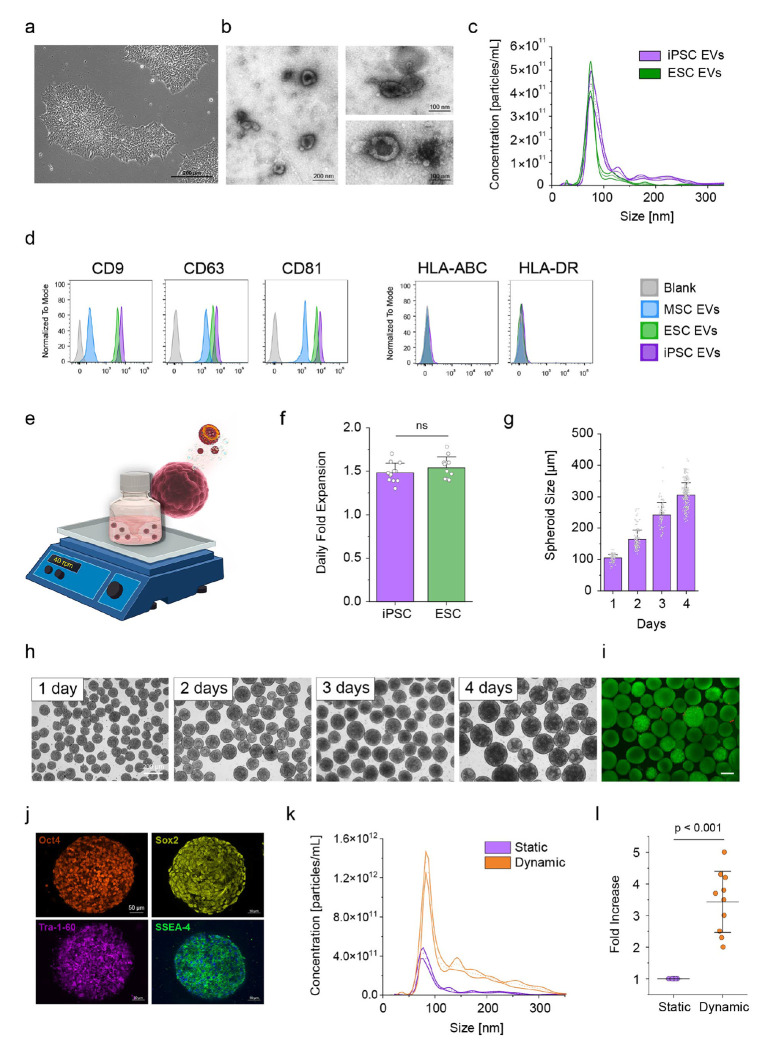
Characterization of iPSC and ESC EVs and dynamic culture expansion. **(a)** Morphology of iPSCs shown by phase-contrast microscopy (scale bar, 200 μm). **(b)** TEM images of EVs isolated from iPSC culture media, displaying typical EV morphology with a size around 100 nm. Scale bars: 200 nm (left) and 100 nm (right). **(c)** Nanoparticle tracking analysis (NTA) of iPSC and ESC EVs shows a comparable concentration of EVs, with the majority of particles around 100 nm in size. The dotted line represents the mean, while the solid lines indicate the standard deviation (SD); n = 5. **(d)** Flow cytometry analysis of EV surface markers (CD9, CD63, CD81) confirms their presence on iPSC, ESC, and MSC EVs. Minimal expression of immunogenicity markers HLA-ABC and HLA-DR in all EV samples, indicating a low immunogenic profile. **(e)** Schematic showing the dynamic culture system used for the formation of iPSC and ESC 3D aggregates and the production of EVs. PSCs are cultured as 3D aggregates in suspension under continuous agitation to maintain pluripotency and promote EV secretion. The illustration depicts the aggregation of stem cells and the release of nanoscale EVs into the culture medium. **(f)** Daily fold expansion of iPSC and ESC cells in dynamic culture shows no significant difference between the 2 cell types (ns = not significant). **(g)** Aggregate size increases progressively over 4 days of dynamic culture, as determined via microscopy. **(h)** Microscopy images showing spheroid morphology over 4 days of culture, demonstrating uniform spheroid growth (scale bar, 200 μm). **(i)** Live/dead staining of spheroids after 4 days in culture shows viable aggregates with minimal cell death (scale bar, 200 μm). **(j)** Immunofluorescence staining of iPSC spheroids after 4 days of dynamic culture reveals the expression of pluripotency markers (Oct4, Sox2, TRA-1-60, and SSEA-4), indicating the retention of pluripotent characteristics (scale bar, 50 μm). **(k)** NTA analysis of EVs produced under static and dynamic culture conditions shows increased EV production under dynamic conditions. The dotted line represents the mean, while the solid lines indicate the standard deviation (SD); n = 5. **(l)** Fold increase in EV production per million cells over 24 hours under static or dynamic culture conditions. Dynamic culture significantly enhances EV yield (p < 0.001). Dots represent individual data points, and lines indicate the mean ± standard deviation (SD).

**Figure 2:**
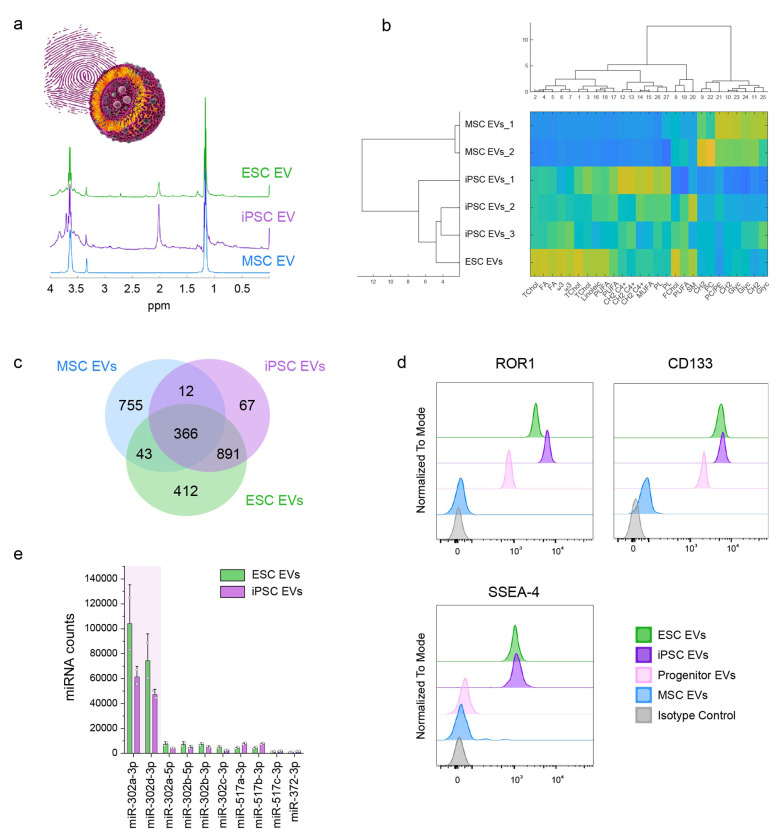
Comparative analysis of EVs derived from mesenchymal stem cells (MSCs), induced pluripotent stem cells (iPSCs), or embryonic stem cells (ESCs). **(a)** Schematic of an EV and its characteristic NMR spectral “fingerprint.“ The upper image illustrates the vesicle structure, and the spectra below show representative NMR profiles of lipids and metabolites found in ESC EVs (green), iPSC EVs (purple), and MSC EVs (blue). **(b)** NMR fingerprint comparison of MSC EVs, iPSC EVs, and ESC EVs. Dendrogram (top) and heatmap (bottom) display hierarchical clustering based on key spectral features across different EV groups. Distinct clustering indicates variation in EV lipid composition, with iPSC and ESC EVs showing a unique profile compared to the profile of MSC EVs. **(c)** Venn diagram illustrating the shared and unique protein profiles of MSC EVs, iPSC EVs, and ESC EVs. The MSC EV protein data were compiled from previously published studies ^28, 29, 30^ and the ExoCarta database ^31^, while iPSC and ESC EV proteins were measured by mass spectrometry in this study. A core set of 366 proteins is common to all three EV types, with 891 proteins specifically shared between iPSC EVs and ESC EVs. **(d)** Flow cytometry analysis of stem cell markers ROR1, CD133, and SSEA-4 across different EV populations. ESC EVs (green) and iPSC EVs (purple) express higher levels of these pluripotency markers compared to ESC-derived cardiac progenitor EVs (pink), MSC EVs (blue), and isotype controls (gray). **(e)** Counts of highly abundant miRNAs unique to iPSC and ESC EVs. ESC EVs (green) and iPSC EVs (purple) predominantly exhibit high expression levels of miR-302a-3p and miR-302d-3p, as determined by miRNA sequencing.

**Figure 3:**
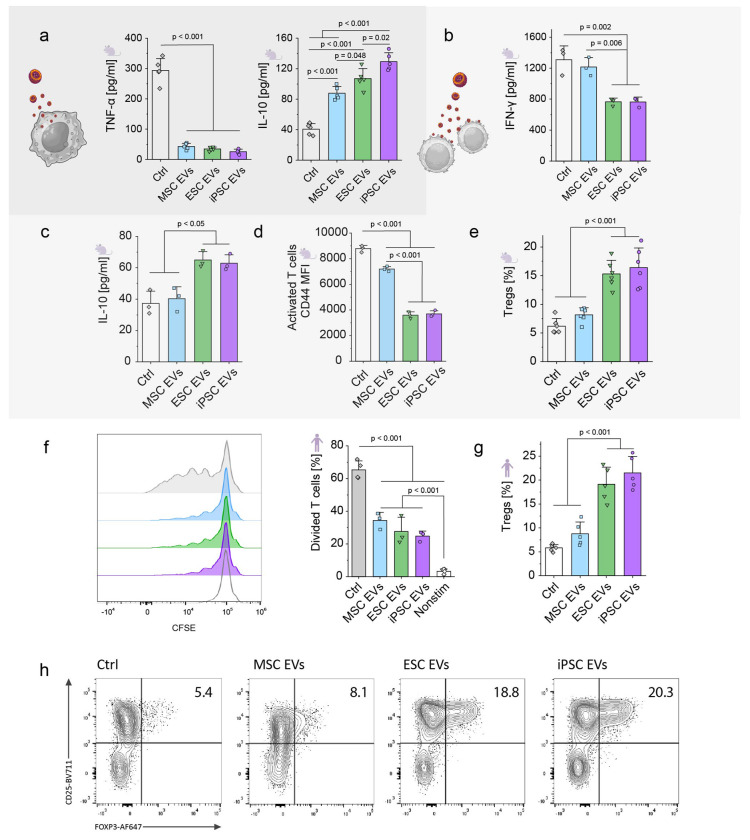
Immunomodulatory effects of EVs from MSCs, ESCs, and iPSCs on immune cells *in vitro*. **(a)** Cytokine secretion by mouse macrophages after the addition of EVs. EVs from MSCs (blue), ESCs (green), and iPSCs (purple) significantly reduced TNF-α production compared to a control group in which no EVs were added (Ctrl). All 3 EV types increased IL-10 secretion, with iPSC and ESC EVs having a greater effect than MSC EVs. **(b)** IFN-γ secretion by mouse T cells after EV addition. Compared to MSC EVs and the control group, ESC EVs and iPSC EVs reduced IFN-γ production, **(c)** IL-10 secretion by mouse T cells after EV addition. EVs from ESCs and iPSCs significantly increased IL-10 secretion, indicating their immunosuppressive potential. **(d)** Activation status of mouse T cells (CD44 MFI). EVs from ESCs and iPSCs reduced the activation of T cells, as shown by decreased CD44 mean fluorescence intensity (MFI), compared to MSC EVs and Ctrl. **(e)** Proportion of regulatory T cells (Tregs) within mouse CD4^+^ T cells. Compared to MSC EVs and the control group, ESC EVs and iPSC EVs significantly enhanced Treg formation. **(f)** Proliferation of human T cells after EV addition as determined by CFSE staining. Compared to the control group (gray), EVs from MSCs (blue), ESCs (green), and iPSCs (purple) suppressed the proliferation of human T cells. Nonstim (white) represents non-stimulated CD4^+^ T cells, which served as a baseline control for proliferation., **(g)** Proportion of Tregs in human CD4+ T cells. Compared to MSC EVs and the control group, ESC EVs and iPSC EVs significantly increased Treg formation. **(h)** Flow cytometry plots showing the proportion of Tregs (CD25+FoxP3+) in human CD4+ T cells after treatment with EVs. The percentage of Tregs increased substantially following the addition of ESC and iPSC EVs compared to MSC EVs and the control group.

**Figure 4:**
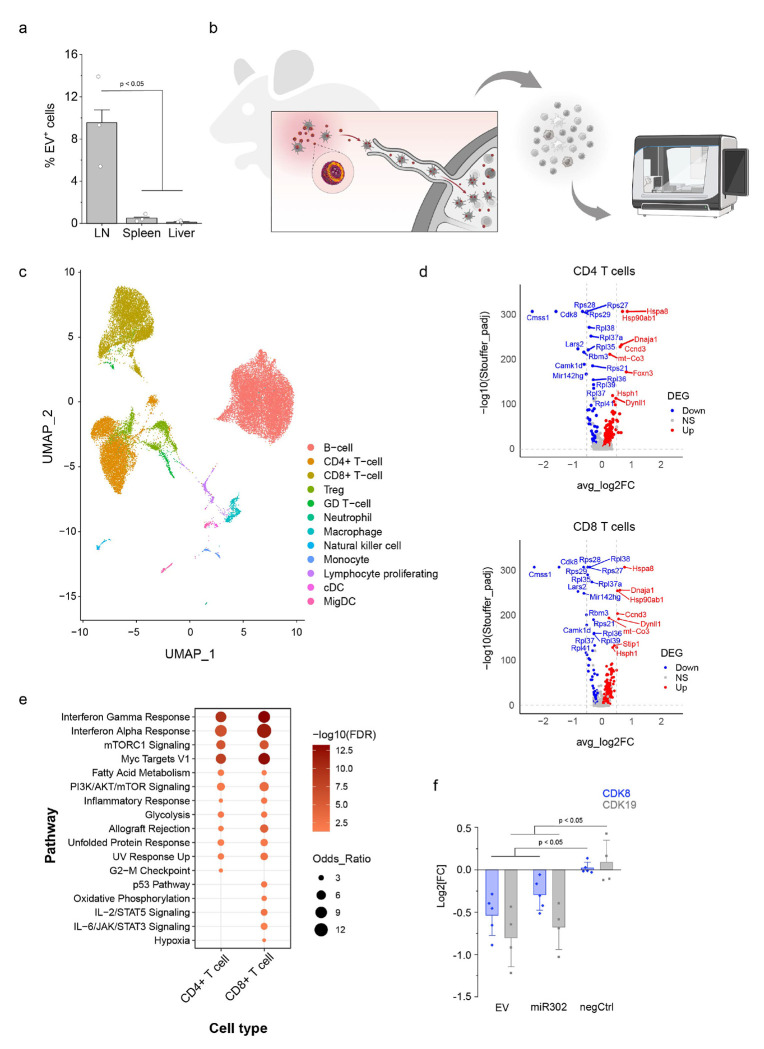
Single cell–sequencing analysis of cells in mouse lymph nodes following iPSC EV treatment. **(a)** Distribution of iPSC EVs in lymph nodes (LNs), spleen, and liver, as shown by the percentage of EV-positive cells in each organ 24 hours after subcutaneous EV injection. The majority of EV-positive cells are localized in the draining LNs. **(b)** Schematic representation of iPSC EV administration and subsequent single cell–sequencing analysis of immune cell populations in lymph nodes. **(c)** UMAP visualization of main immune cell populations identified in draining lymph nodes following iPSC EV treatment. Different cell types, including B cells, CD4^+^ T cells, CD8^+^ T cells, Tregs, macrophages, and dendritic cell subsets, are color-coded according to their identities. **(d)** Volcano plots showing DEGs in CD4^+^ T cells and CD8^+^ T cells following iPSC EV treatment. Notably, CDK8 expression is significantly downregulated in both T-cell populations, highlighting the modulatory impact of iPSC EVs on T cells. **(e)** Pathway enrichment analysis of CD4^+^ and CD8^+^ T cells following iPSC EV treatment. Dot plot showing significantly enriched Hallmark pathways in CD4^+^ and CD8^+^ T cells, based on differentially expressed genes from single-cell RNA-seq data. The color intensity represents the statistical significance of enrichment (−log_10_ FDR), while dot size indicates the odds ratio of enrichment. Key pathways include interferon responses, mTORC1 signaling, MYC targets, fatty acid metabolism, and IL-2/STAT5 signaling, suggesting broad transcriptional reprogramming involving cytokine signaling, metabolic adaptation, and immune regulation. **(f)** Relative expression levels of CDK8 (blue) and CDK19 (gray) in human CD4^+^ T cells treated with iPSC EVs, miR-302 mimics, or a negative control (negCtrl) after 3 days, as determined by qPCR. Expression levels are shown as log2 fold changes (Log2[FC]) relative to untreated controls. Both iPSC EVs and miR-302 mimics significantly downregulated CDK8 expression compared to the negative control group (*P* < 0.05). Data represent CD4^+^ T cells isolated from 4 to 5 individual donors.

**Figure 5:**
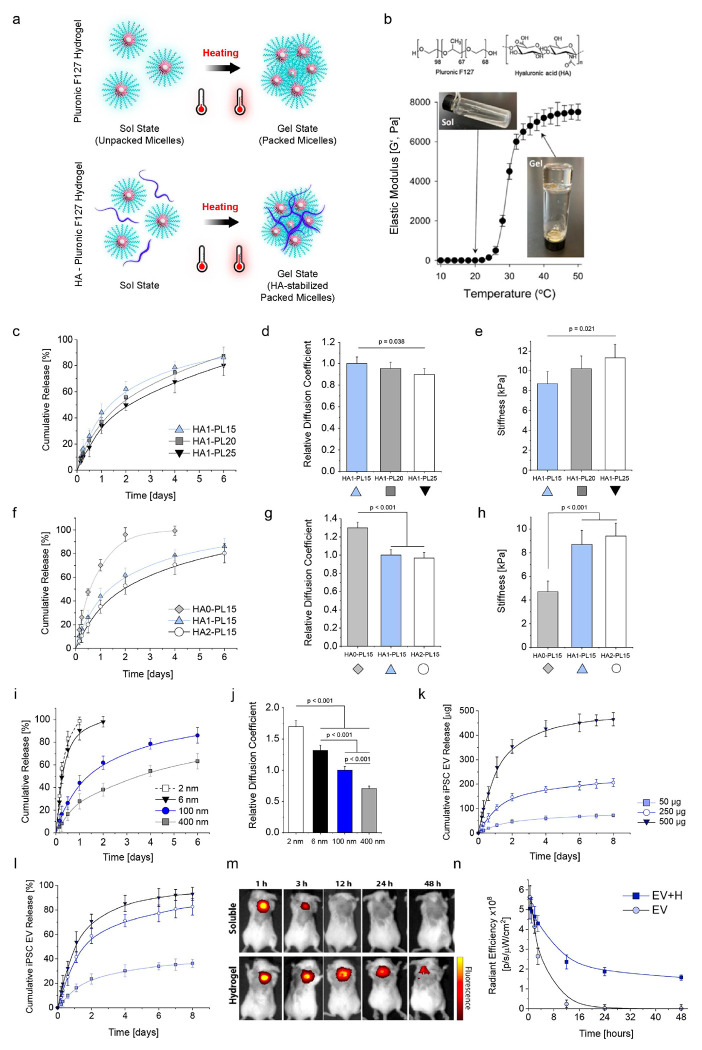
Development and characterization of a HA–Pluronic F127 hydrogel for controlled delivery of iPSC EVs. **(a)** Schematic of the thermal gelation process for a Pluronic F127 hydrogel and an HA–Pluronic F127 hydrogel. Upon heating, the solution state (sol) with unpacked micelles transitions to a gel state with packed micelles. In the HA–Pluronic F127 hydrogel, HA provides additional stabilization of the packed micelles in the gel state. **(b)** Temperature-dependent gelation of the HA–Pluronic F127 hydrogel. Elastic modulus (G′) measurements show a sharp increase as the temperature rises, indicating the transition from solution to gel state. Insets display the physical transformation from solution to gel. Chemical structures of Pluronic F127 and HA are shown above the graph. **(c)** Cumulative release of EVs from HA–Pluronic F127 hydrogel formulations with varying Pluronic F127 concentrations—PL15 corresponding to 15% (w/v); PL20, to 20%; and PL25, to 25% -over 6 days. Increasing Pluronic F127 concentration reduces the release rate. **(d)** Relative diffusion coefficients for EVs in HA–Pluronic F127 hydrogels with different Pluronic F127 concentrations (PL15, PL20, and PL25). Higher Pluronic F127 concentration reduces EV diffusion, as shown by a significant decrease in the diffusion coefficient. **(e)** Stiffness of HA–Pluronic F127 hydrogels with varying Pluronic F127 concentrations. Increased Pluronic F127 concentration results in greater hydrogel stiffness. **(f)** Cumulative release of EVs from HA–Pluronic F127 hydrogels with varying HA concentrations–HA0 corresponding to 0% (w/v); HA1, to 1%; and HA2, to 2%–over 6 days. Higher HA concentration decreases the release rate. **(g)** Relative diffusion coefficients for EVs in HA–Pluronic F127 hydrogels with different HA concentrations. Increased HA concentration significantly reduces EV diffusion.**(h)** Stiffness of HA–Pluronic F127 hydrogels with varying HA concentrations. Higher HA content results in a stiffer gel. **(i)** Cumulative release of nanoparticles of different sizes (2 nm, 6 nm, 100 nm, 400 nm) from HA–Pluronic F127 hydrogels over 6 days, demonstrating the impact of particle size on release dynamics. **(j)**Relative diffusion coefficients of nanoparticles in HA–Pluronic F127 hydrogels by size. Smaller particles exhibit higher diffusion rates than those of larger particles. **(k-l)** Cumulative release of iPSC EVs from the hydrogel over 8 days, measured for different EV doses (50 μg, 250 μg, and 500 μg), presented in absolute amounts (k) and as percentages (I). The results demonstrate dose-dependent release kinetics. **(m)** *In vivo* fluorescence imaging showing the retention of fluorescently labeled EVs in mice overtime. Soluble EVs are cleared rapidly, while EVs encapsulated in hydrogels show prolonged retention at the injection site, up to 48 hours.**(n)** Quantification of *in vivo*radiant efficiency, showing the extended retention of hydrogel-encapsulated EVs compared to soluble EVs over 48 hours.

**Figure 6:**
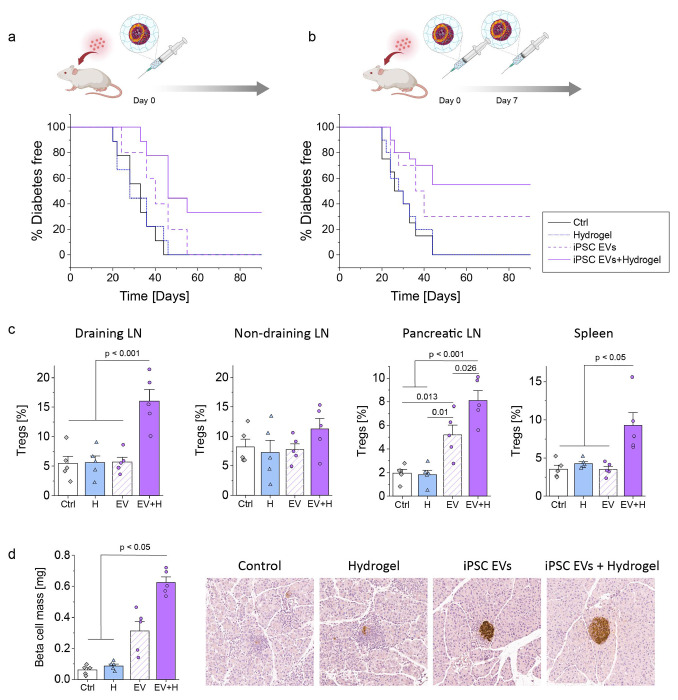
*In vivo* assessment of iPSC EVs using an adoptive-transfer type 1 diabetes mouse model. In this model, autoreactive CD4^+^ T cells, which target a specific peptide on pancreatic beta cells, were transferred from BDC2.5 transgenic mice into NOD-scid mice to induce diabetes. The immunomodulatory and protective effects of iPSC EVs were evaluated, both alone and in combination with a hydrogel delivery system. **(a)** Kaplan-Meier survival curve showing the percentage of diabetes-free mice after a single treatment (on day 0) in 4 groups: control (Ctrl), hydrogel alone (H), iPSC EVs alone (EV), and iPSC EVs combined with hydrogel (EV+H). iPSC EVs, especially in combination with hydrogel, significantly delayed diabetes onset compared to Ctrl and H. (n=10) **(b)** Kaplan-Meier survival curve showing percentage of diabetes-free mice after 2 doses (on day 0 and day 7) in the same groups. The EV+H group exhibited the greatest delay in diabetes onset, indicating enhanced therapeutic potential with repeated dosing. (n=10) **(c)** Percentage of Tregs in various lymphoid organs (draining lymph node [LN], non-draining LN, pancreatic LN, and spleen) measured by flow cytometry. Treatment with iPSC EVs in hydrogel (EV+H) resulted in a significant increase in Tregs, particularly in the draining and pancreatic LNs and the spleen, indicating localized and systemic immunosuppressive effects. **(d)** Quantification of the remaining beta cell mass in pancreatic tissue (left). The EV+H group maintained significantly greater beta cell mass compared to that of other groups, suggesting protection against autoimmune destruction. Representative histological images of pancreatic tissue from each treatment group, with beta islets stained for insulin (right). The Ctrl and H groups show minimal beta cell preservation, whereas iPSC EVs, especially with hydrogel (EV+H), preserved beta cell clusters.

## Data Availability

All data supporting the findings of this study are available within the main text and Supplementary Information. The numerical source data underlying all figures and graphs in the main text (Figs. 1–6) and Supplementary Figures are available via the Figshare repository and can be accessed at [insert Figshare DOI upon publication]. Single-cell RNA sequencing data have been deposited in the NCBI Gene Expression Omnibus (GEO) under accession number GSE291555. All additional datasets generated and analyzed during the current study are available from the corresponding author upon reasonable request.

How the deposited data were processed for this re-analysis (not part of the article)

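Draining lymph node cells from 2 control and 2 EV-treated biological replicates were measured by droplet single-cell RNA sequencing, 1 library each. The authors deposited a matrix of UMI counts per gene and cell barcode for every library, made with Cell Ranger 7.1.0 on the mouse genome mm10. The deposited counts are whole numbers without normalization and before the paper's filters on cells. The annotation release and the handling of intronic reads are not named in the paper's text. The libraries hold from 50749656 to 70418672 UMIs. Samples were grouped by the labels, which do not conflict with the paper on the groups. They conflict on the time and the control treatment, where the paper's values were taken. The paper's human T cell, flow cytometry and diabetes experiments were not analysed here.

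Cells were kept with 200 to 5000 genes, at most 20000 UMIs, under 10% mitochondrial and under 60% ribosomal protein UMIs. The paper's text does not name a removal of doublets, so none was made in the main setting, and removal of the cells over Scrublet's threshold (expected rate 6%) was an alternative, which took out 3.62%, 2.94%, 1.62% and 3.22% of the cells of control libraries 1 and 2 and EV libraries 1 and 2. Counts were scaled to 10000 per cell and log-transformed for genes seen in at least 10 cells, and 2000 variable genes and 30 principal components were used for a graph of 20 neighbours and Louvain clustering at resolution 1 (seed 0), with resolution 2 as an alternative. Some genes were left out before variable genes were chosen, and from the leading genes of clusters. These are the lists of ribosomal protein, mitochondrially encoded, heat shock, early-response and abundant nuclear or rRNA-like genes, other Hsp and Dnaj genes, and variable segments of antigen receptors. Software was Python 3.11.15, scanpy 1.11.5, igraph 0.11.9, numpy 2.4.6, scipy 1.17.1, scikit-learn 1.9.0, R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0.

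Clusters were named from the marker lists. A marker counted as detected with a UMI in at least 10% of the cluster's cells and a 1.5-fold higher level than in the clusters of the other candidate classes. A name needed 3 detected markers, and no other class was allowed more markers than the class itself among the top 10 genes by fold (pseudocount of 5 CPM, a UMI in at least 25% of the cells). The marker lists were fixed, whereas 3 rules were set after seeing the clusters. These are the fold against the clusters of the other candidate classes in place of all other cells, leaving out clusters in which at least 50% of the cells hold each of a B and a T cell marker, and leaving out T cell clusters in which the shares of Cd4 and Cd8a cells differ by less than 5-fold. The clusters kept out held 2.56% of the control and 2.38% of the EV cells (B and T markers in the same cells), 3.40% and 3.04%, and 0.525% and 1.42% (Cd4 and Cd8a cells mixed). Of the other unnamed clusters, one with more monocyte than conventional dendritic cell markers held 0.934% and 1.38%, and one with few UMIs 0.325% and 0.222%. Naming by fold against all other cells was run as an added alternative.

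Raw counts were summed per library and class and compared between 2 EV and 2 control libraries with edgeR's quasi-likelihood test, two-sided, with TMM normalization, filterByExpr and Benjamini-Hochberg adjustment, at an adjusted p under 0.05. Differences of an effect between classes were tested as an interaction with library as a block. Lists of genes were tested with limma's camera (preset correlation 0.01), adjusted over 16 lists. Their themes are interferon response, IL-2/STAT5, mTORC1 signaling, MYC targets, unfolded protein response, glycolysis, oxidative phosphorylation, fatty acid metabolism, p53 pathway, heat shock response, dissociation early response, ribosomal proteins, mitochondrially encoded genes, proliferation, cytotoxic effector genes and abundant nuclear or rRNA-like transcripts. Shares of cells were compared with an exact two-sided permutation test. The genes, markers, lists, tests and alternatives were chosen before the data were examined, except where the text says otherwise. Genes were named by a fixed rule, which takes the genes the paper names for these data, the 5 largest rises and falls in CD4 and in CD8 T cells among called genes whose groups do not overlap, and the called members of the IL-2/STAT5 and cytotoxic effector lists. One result that this rule takes is not reported here. Any other gene was named after its values were seen, and the text says so.

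The alternatives were DESeq2 in place of edgeR, no filterByExpr, library sizes over the genes other than ribosomal protein, mitochondrially encoded and heat shock genes, Gm42418, AY036118, Cmss1, Cdk8, Lars2 and Camk1d, a replicate block, cells thinned to 1000 UMIs, another cell filter (no upper limits on genes or UMIs, a mitochondrial limit of 5%), doublets removed, resolution 2, cells gated by UMIs of marker genes, a log2 change of at least 0.5, the Wilcoxon test on cells (genes in at least 10% of cells, Bonferroni 0.05), fry and camera with an estimated correlation, a pseudocount of 0.1 in place of 1 on the paper's scale, and each library left out in turn. In the latter fits 1 group has a single library, so no p-value was taken from them.

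The edgeR tests were tried on simulated data with 200 genes changed by log2 2. In these simulations edgeR recovered 94.5% of the changed genes in CD4 T cells among 11896 genes with 8 false calls, 95.5% in CD8 T cells among 12535 with 15 false calls and 97.5% in B cells among 13030 with 35 false calls. The interaction test recovered 87.0% for CD8 against CD4 T cells among 12787 genes and 86.0% for B cells against CD4 T cells among 13370 genes. A list of 20 genes changed by log2 0.7 was found by camera in CD4 T cells, CD8 T cells and B cells, by fry in CD8 T cells alone and with an estimated correlation in CD4 and CD8 T cells. The Wilcoxon test was tested on 200 genes changed 2-fold in simulated cells without any spread between libraries. It recovered 56.5% in CD4 and 61.0% in CD8 T cells with 0 false calls. Only a part of the cells of each library was simulated, fewer than the classes hold. The recovery is thus not that of the test on the full classes.

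Over all genes, the median log2 fold change of the 7 tested classes lay between −0.0109 and 0.0203, and the alternatives shifted the median by −0.0315 to 0.068. With 2 libraries per group, precision rests on the spread between libraries and not on the number of cells. Classes with under 30 cells in a library, which are NK cells, γδ T cells and plasmacytoid dendritic cells, were not tested for genes.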

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

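The test of free B cell RNA for Igkc was chosen only after the result was seen, and the genes Foxn3 and Lifr as well as Igkc were singled out for their values, apart from Foxn3, which Fig. 4d labels.

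The effect of treatment differed between CD8 and CD4 T cells for 31 of 12662 genes (11 with a higher and 20 with a lower log2 fold change in CD8 T cells, edgeR's interaction test), and 930 genes had an unadjusted p under 0.05. It differed between B cells and CD4 T cells for 228 of 13235 genes (148 and 80), and 1513 genes had an unadjusted p under 0.05. Classes of one library share its technical effects, which this test removes, while the classes differ in depth and in free RNA from other cells. No single explanation was tested for these counts as a whole.

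Foxn3 had the smallest p for a difference between CD8 and CD4 T cells, which was −0.69 on the log2 scale (SE 0.05, edgeR adjusted p = 9.9e-10). Its log2 fold change was 0.93 in CD4 and 0.24 in CD8 T cells, and both EV libraries lay above both control libraries in each. Without EV library 2 the rise was 0.60 in CD4 and 0.03 in CD8 T cells, and without EV library 1 it was 0.43 in CD8 T cells, so that the rise in CD8 T cells rests on EV library 2. Another mix of clusters among the CD4 T cells is argued against, since the rise within the 2 CD4 clusters was 0.82 and 0.87. A difference in depth per cell is argued against by thinned cells, where the difference between the classes was −0.65. Both technical explanations tested thus leave a treatment effect that is larger in CD4 T cells as a hypothesis, which may also reflect other differences between the libraries, since 2 libraries stand in each group.

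Igkc, an immunoglobulin light chain transcript of B cells, had the smallest p for a difference between B cells and CD4 T cells, which was −1.06 (SE 0.06, edgeR adjusted p = 3.0e-07). It rose by 1.14 in CD4 T cells and by 0.09 in B cells. A candidate explanation is free RNA from B cells in the droplets, of which the EV libraries with their larger share of B cells would hold more. The rise was 1.14 in CD4 T cells, 1.40 in CD8 T cells and 1.12 in Tregs, the smallest of the 3. For the B cell transcripts Cd79a, Cd74, Cd79b and Ighm in these classes, 8 of 12 values need a detectable change under this explanation (at least 0.5 on the log2 scale), and 8 of these 8 rose by at least 50% of it. Ighm did not rise, and would have to rise by at most 0.10. Free RNA would add about the same to every droplet of a library. Igkc gained 17.1 CPM in CD4 and 19.5 CPM in CD8 T cells but 85.8 CPM in Tregs, whose median depths in the EV libraries (7615 and 6762 UMIs) are close to those of CD4 T cells (7856 and 7191 UMIs). The change needed was fitted to Igkc in each class, so that this difference does not enter it. Free RNA alone thus leaves the size of the rise in Tregs unexplained, B cells in the same droplets as T cells were not tested, and the explanation stays open.

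Lifr rose in B cells by 3.17 (SE 0.14, edgeR adjusted p = 1.4e-05), from 5.78 and 6.42 CPM (78 and 83 UMIs) in control to 49.1 and 60.7 CPM (1455 and 1540 UMIs) in EV libraries. The paper's text does not name this gene. Free RNA or contaminating cells would bring Lifr into T cells as well, where the highest value in an EV library was 0.709 CPM, although this rests on 1 to 6 UMIs per library. Among T cells gated by UMIs, which may include B cell doublets, Lifr rose by 2.56 (edgeR adjusted p = 0.016) in CD4 and by 1.96 (edgeR adjusted p = 0.160) in CD8 T cells. Another mix of B cell clusters is argued against, since Lifr rose within each of the clusters compared, by 1.42 at least and 3.14 at most. A response of B cells to the treatment stays open as a hypothesis found and tested on the same data.

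The interferon response list rose in B cells with a median log2 fold change of 0.76 (camera adjusted p = 1.0e-35). All 27 of 27 genes were positive, 17 were called over all genes and 20 when adjusted over the list alone. The median was 0.11 in CD4 and 0.27 in CD8 T cells, which do not include an unnamed cluster of 321 T cells led by Ifit1 and Isg15. That cluster made up 0.525% ± 0.0998 of the control and 1.42% ± 0.320 of the EV cells, without overlap. These medians thus leave out T cells that express this list, and a larger share of them in the EV libraries. The difference between classes was tested only per gene, as for Ifi27l2a, singled out after its values were seen, with 0.73 for B cells against CD4 T cells (SE 0.05, edgeR adjusted p = 7.0e-07). No technical explanation was tested for this list.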

How the results depend on the processing

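Naming of clusters by fold against all other cells was chosen only after the clusters were seen, and all other alternatives were set earlier.

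Counts of called genes depended on the filter on genes. Without filterByExpr they were 639 in CD4 (290 higher, 349 lower, with all 109 of the main calls among them), 908 in CD8 (440 and 468), 1357 in B cells, 160 in Tregs, 131 in macrophages, 523 in proliferating lymphocytes and 70 in migratory dendritic cells, with more genes tested. Cells gated by UMIs gave 257 in CD4 T cells, resolution 2 gave 466 (282 and 184, 107 of them shared with the main calls), and the Wilcoxon test on cells 226 in CD4 and 296 in CD8 T cells. Removing doublets gave 214 in CD8 T cells, and naming by fold against all other cells 305 (165 and 140). DESeq2 gave 27 in macrophages, 45 in proliferating lymphocytes and 2 in migratory dendritic cells. The split in CD8 T cells was 84 higher and 17 lower with gated cells. The cause of these changes was not tested. The other alternatives kept the counts within 1.5 times (23 of the 44 counts computed).

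The numbers 1 and 2 do not pair the libraries, since the deviations of same-numbered libraries correlate with r of 0.101 in CD4, 0.102 in CD8 and 0.0629 in B cells over genes, with only 2 pairs. With the replicate number as a block, 736 genes were called in CD4 (339 and 397), 1116 in CD8, 1454 in B cells (681 and 773), 485 in proliferating lymphocytes and 66 in migratory dendritic cells. Cdk8 under the block changed by −2.05 in CD4 (edgeR adjusted p = 1.8e-39), −1.90 in CD8 (1.3e-61), −1.81 in B cells (5.7e-37), −2.25 in proliferating lymphocytes (3.0e-10) and −1.78 in migratory dendritic cells (5.0e-07). The block leaves 1 residual degree of freedom.

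Cdk8 fell in every fit that was run. DESeq2, no filterByExpr, the other library sizes and the block were run in all 7 classes and each of the other alternatives in 2 classes. Of these values, 21 of 40 stayed on the same side of the threshold, 17 passed it newly and 2 lost it. Without filterByExpr it changed by −1.87 in CD4 (edgeR adjusted p = 1.6e-57), −1.77 in CD8 (2.3e-64), −1.63 in B cells (1.3e-42), −1.86 in proliferating lymphocytes (4.9e-07) and −1.72 in migratory dendritic cells (4.9e-05). The Cdk8 counts per library are the same in these fits as in the main setting. Their smaller p thus does not come from libraries that lie closer together. In CD4 T cells, gated cells gave −1.91 (0.042), resolution 2 gave −1.89 (0.016) and thinned cells −1.95 (7.3e-12). In CD8 T cells, removing doublets gave −1.77 (0.036), thinned cells −1.96 (5.6e-10) and naming by fold against all other cells −1.80 (0.0083), which in B cells gave −1.85 (0.028). DESeq2 gave −1.70 in Tregs (adjusted p = 1) and −2.41 in macrophages (0.41). The adjusted p over all alternatives ran from 1.3e-42 to 0.317 in B cells, 3.0e-10 to 1 in proliferating lymphocytes and 5.0e-07 to 1 in migratory dendritic cells. Across the 4 fits that each left out 1 library, the change lay between −3.02 and −1.23 in CD4 and between −2.72 and −1.20 in CD8 T cells.

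Without filterByExpr, the Cdk8 effect of B cells differed from that of CD4 T cells by 0.25 (edgeR adjusted p = 0.0059, against 0.158 in the main setting), and 77 genes differed between CD8 and CD4 T cells and 448 between B cells and CD4 T cells. Lists passing in CD4 T cells fell from 6 to 2 with fry and 0 with an estimated correlation, and in CD8 T cells from 12 to 4 and 0. The IL-2/STAT5 list in CD8 T cells, with a median of 0.26, then had adjusted p of 0.207 and 0.353. Among the other 31 results for lists, 114 values stayed on their side, 33 lost the threshold and 6 passed it newly. The early response list in CD4 T cells had a camera adjusted p of 0.0013.

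The share of B cells differed by 9.39 percentage points when clusters were named by fold against all other cells, against 20.4, and that of proliferating lymphocytes by 0.88 with the other cell filter (no upper limits on genes or UMIs, a mitochondrial limit of 5%), where more cells were named so and the groups no longer overlapped. The other 35 values moved by less than the spread of replicates. Leaving out each library in turn gave differences from 16.1 to 24.8 points for B cells, −11.5 to −6.99 for CD4 and −11.8 to −8.45 for CD8 T cells, −1.89 to −1.20 for Tregs, −0.340 to −0.259 for γδ T cells, −0.189 to −0.0786 for plasmacytoid dendritic cells, −0.362 to −0.0060 for migratory dendritic cells, −0.304 to 0.934 for macrophages, −0.323 to 0.0797 for NK cells, −0.0447 to 0.519 for proliferating lymphocytes and −3.34 to −0.18 for Tregs among CD4 T cells and Tregs.

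Changes of sign were found for genes that no setting called. Foxp3 in CD4 T cells changed by 0.59 at resolution 2, where other clusters form the class. In CD8 T cells, Cdk19 changed by 0.0057 and Il2ra by −0.16 with naming by fold against all other cells, Il2ra by −0.10 with the other cell filter, and Il2ra by −0.67 and Ifng by −0.54 with gated cells. The cause was not tested. Of the other values for named genes, 515 stayed on their side, 38 lost the threshold and 52 passed it newly. Of the fits with 1 library left out, 253 of 268 values moved by less than the spread of replicates. Such fits were not run for counts of genes or for lists, since a group would hold 1 library. On the paper's scale, a pseudocount of 0.1 changed Lars2 to −1.43 in CD4 and −1.45 in CD8 T cells, and 8 other values stayed within the spread.

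Depth limits the genes with few counts. Mki67 could not be tested in CD4 or CD8 T cells, from which the cluster of proliferating lymphocytes is kept apart. Il2ra, Ifng and Gzmb rest on at most 27 UMIs per library in CD8 T cells.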

Differences from the paper's values

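The log2 fold changes read from Fig. 4d for Cmss1, Cdk8, Hspa8 and Lars2 in both classes lie within the SD of those computed here. The same holds for Hsp90ab1 and Foxn3 in CD4 T cells. The other genes labelled there were not compared. The filters given in the paper kept 32715 cells here against the paper's 32463, 16025 against 15905 from control and 16690 against 16558 from EV-treated mice. These counts differ by less than 1.5 times, neither has an error, and the cause of the difference was not found. Naming by fold against all other cells was chosen after seeing the data.

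The paper states a significant fall of Cdk8 in CD4 and CD8 T cells. Here Cdk8 fell by 1.87 and by 1.77 on the log2 scale, with edgeR adjusted p of 0.065 and 0.055, so that it was not called in either class. Of the alternatives set before the data were examined, it was called in CD4 T cells without filterByExpr, with a replicate block, with gated cells, at resolution 2, with thinned cells and by the Wilcoxon test on cells, the paper's own test. In CD8 T cells it was called without filterByExpr, with a replicate block, with doublets removed, with thinned cells and by the Wilcoxon test, and also with the naming chosen after seeing the values. The calls without filterByExpr rest on the same Cdk8 counts per library as the main setting. The block pairs libraries by numbers that do not pair them.

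The lists used here are not the Hallmark sets and were tested by another method, so a list that does not pass does not go against the enrichment that the paper names. The lists for mTORC1 signaling and fatty acid metabolism passed in neither class, and those for IL-2/STAT5, the unfolded protein response and the p53 pathway passed in CD8 but not in CD4 T cells. Among the alternatives, mTORC1 signaling passed in CD8 T cells with cells thinned (camera adjusted p = 0.021, range over alternatives 0.021 to 0.353), and IL-2/STAT5 in CD4 T cells with a replicate block (camera adjusted p = 0.019) and with cells thinned (0.00053, range over alternatives 0.00053 to 0.555).

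The paper proposes that the EVs do not induce cytotoxic responses, from the absence of 4 activation markers. None of the tested ones, Il2ra, Ifng and Gzmb, was called here. The list of cytotoxic effector genes, which the paper does not use, rose in CD8 T cells with a median of 0.71 and 10 of 11 genes positive (camera adjusted p = 6.5e-08), although not with fry (0.0976) or an estimated correlation (0.286).

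The paper names neutrophils, conventional dendritic cells and monocytes among the populations. No cluster was named so here in the main setting, and monocytes were named at resolution 2 and with the other cell filter (no upper limits on genes or UMIs, a mitochondrial limit of 5%). In both settings their share was higher in the EV libraries without overlap. It was 0.679% against 0.212% in control at resolution 2, and 0.768% against 0.232% with the other cell filter.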

Other observations

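Tests chosen only after the result was seen are those of the paralog Cdk19, of transcripts without a poly(A) tail, and of warmer handling. The genes Gm42418 and AY036118 belong to a list fixed earlier, and Cirbp and the haemoglobin genes were chosen after their values were seen.

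Cdk8 fell in all 7 tested classes together with transcripts of a ribosomal RNA locus. Over all cells of control libraries 1 and 2 and EV libraries 1 and 2, Gm42418, on chromosome 17 of GRCm38 from 39846958 to 39848788 inside a ribosomal RNA locus, stood at 8683, 9891, 5555 and 854 CPM. AY036118 in the same locus stood at 765, 629, 404 and 37.9 CPM, Lars2 at 207, 221, 142 and 36.5 CPM and Cmss1 at 2921, 2241, 1146 and 142 CPM. A list of 10 abundant nuclear or rRNA-like transcripts fell in CD4 (median −0.95, camera adjusted p = 2.9e-08) and CD8 T cells (median −0.89, camera adjusted p = 2.4e-09), with 0 of 10 positive in both, 0 and 1 called over all genes and 8 and 10 when adjusted over the list alone. Cdk8 itself is a member of this list, as are Gm42418, AY036118, Lars2 and Cmss1. The fall of the list thus partly restates theirs. An effect limited to T cells is argued against, since the smallest fall outside T cells was −1.68, in B cells. Depth per cell is argued against by −1.95 in thinned CD4 T cells. Library sizes over the remaining genes left Cdk8 at −1.87, but moved the median log2 fold change of CD4 T cells by only 1e-04. Since this setting changed so little, it is a weak test of abundant genes that take up the counts. Another mix of cell types or of CD4 clusters is argued against by −1.87 within CD4 T cells and by −1.87 and −1.95 within their 2 clusters. Reads counted to Cdk19 instead are argued against, since the CPM of Cdk19 changed by −1.71% of the Cdk8 CPM lost in CD4 T cells and did not rise.

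What stays open for Cdk8 is a technical difference between the libraries. Fewer UMIs from rRNA-like or intron-rich transcripts in the EV libraries may lower Cdk8 in every class. When the CD4 T cells of 1 library were split by Gm42418, Cdk8 lay at percentiles 99.8, 99.6 and 99.8 among 500 genes of like expression in control libraries 1 and 2 and EV library 1, but at 53.2 in EV library 2, where few such UMIs are left. In B cells, 4 of 4 libraries lay above percentile 95. Split by AY036118 instead, the percentile was 65.4 and 40.2 in CD4 T cells of EV libraries 1 and 2 and 34.8 in B cells of EV library 2, and above 99 in the other libraries. The 2 EV libraries had the same order for Cdk8 and Gm42418 in 7 of 7 classes, and the control libraries in 2 of 7. Free RNA in the control droplets would bring B cell transcripts into T cells too. In control libraries 1 and 2, Igkc stood at 15.6 and 13.4 CPM in CD4 and 12.7 and 11.3 CPM in CD8 T cells. Over all cells it stood at 2016 and 1782 CPM. Cdk8 in CD4 and CD8 T cells was near its 751 and 437 CPM over all cells. This argues against free RNA with the make-up of the library in these 2 classes. Ighm stood higher, at 184 CPM in control CD4 T cells. In the other classes free RNA stays open. Cdk8 UMIs per cell differed 2.56-fold between the highest and the lowest class in control library 1 and 3.40-fold in control library 2, with CD8 T cells highest and macrophages, whose droplets hold few UMIs, lowest. A lower capture of transcripts without a poly(A) tail in the EV libraries is a candidate explanation. Replication-dependent histone genes, which lack one, fell in CD4 (median −0.53, 5 of 34 positive, camera adjusted p = 3.1e-09), CD8 (−0.35, 5 of 37 positive, 9.4e-06) and B cells (−0.87, 7 of 46 positive, 3.1e-14). Whether the Cdk8 counts come from such transcripts was not tested. A treatment effect on Cdk8 in all classes cannot be told apart from the explanations left open with 2 libraries per group.

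Heat shock transcripts rose in the EV libraries in all 7 tested classes, with median log2 fold changes between 0.59 and 0.84. The list had a median of 0.68 in CD4 T cells (camera adjusted p = 4.8e-41, 15 of 17 positive, 12 called over all genes and 15 when adjusted over the list alone) and 0.68 in CD8 T cells (camera adjusted p = 1.2e-46, 15 of 17 positive, 14 and 15 called). Depth is argued against by 0.74 with thinned CD4 T cells. Handling during dissociation, which would raise early-response genes as well, stays open. Their median was −0.30 in CD4 T cells (camera adjusted p = 0.0013, 3 of 18 positive, 0 called over all genes and 2 when adjusted over the list alone) and −0.06 in CD8 T cells (camera adjusted p = 0.035, 7 of 19 positive, 1 and 5 called), but neither fall passed with cells thinned (camera adjusted p = 0.560 and 0.271). The median was 0.0005 in B cells (camera adjusted p = 0.0067, as lower, 10 of 19 positive), −0.03 in Tregs, 0.15 in macrophages and 0.36 in migratory dendritic cells, and it rose in proliferating lymphocytes (0.42, camera adjusted p = 0.0018, 13 of 15 positive, 0 called over all genes and 3 when adjusted over the list alone). Warmer handling or storage of the EV cells may explain the rise, since it would also lower the cold-induced genes Rbm3 and Cirbp. Both fell in all 7 classes, by 0.13 at least (−0.13 for Rbm3 in migratory dendritic cells, SE 0.29, with overlapping groups), and Cirbp changed by −0.67 to −1.14. An effect of the EVs on all cells stays open as well.

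The share of B cells rose in the EV libraries. The naming of clusters is argued against as its cause, since the share of cells with a Cd79a UMI and no Cd3 UMI rose by 18.6 percentage points after thinning. Loss of cells to the filters is argued against by a rise of 19.1 points with no filter on cells. The dissection of the nodes and the recovery of cells, which may differ between 2 libraries and 2 others, were not tested, and neither was a biological recruitment of B cells.

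The cytotoxic effector list rose in CD8 T cells. A larger share of memory-like cells among them may explain part of it. The smaller cluster was led by Ifngas1, Ctla2a and Ly6c2, with Ccl5 lower among its leading genes. It made up 13.5% and 11.5% of CD8 T cells in control libraries 1 and 2 and 18.6% and 15.7% in EV libraries 1 and 2. Over 11 genes, the median log2 ratio of the mean CPM was 0.51 in the class, 0.17 in the larger and 0.27 in the smaller cluster. The values of the clusters are 0.341 and 0.528 of the value of the class, so that the mix stays open for the list as a whole. The called genes Eomes and Tbx21 also rose within the clusters without overlap, by 1.10 and 0.70 in the larger and by 0.61 and 0.31 in the smaller cluster. In CD4 T cells the list had a median of 0.07 (camera adjusted p = 0.241, 3 of 6 positive, with 1 gene called, Eomes), and the proliferation list −0.14 (camera adjusted p = 0.989, 5 genes tested).

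EV library 2 nearly lacks haemoglobin transcripts. Hbb-bs had 14973, 18518, 22723 and 8 UMIs in control libraries 1 and 2 and EV libraries 1 and 2, Hba-a1 had 6891, 7735, 8204 and 5, and Hba-a2 had 5599, 5881, 6196 and 1. No explanation was tested.

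Over all cells, Mki67 stood at 12.7 and 12.3 CPM in control libraries 1 and 2 (644 and 716 UMIs) and at 35.5 and 40.2 CPM in EV libraries 1 and 2 (2415 and 2830 UMIs). These UMIs include cells that the filters leave out.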
